# Gene expression profiles in developing nephrons using *Lim1 *metanephric mesenchyme-specific conditional mutant mice

**DOI:** 10.1186/1471-2369-7-1

**Published:** 2006-02-07

**Authors:** You-Tzung Chen, Akio Kobayashi, Kin Ming Kwan, Randy L Johnson, Richard R Behringer

## Abstract

**Background:**

*Lim1 *is a homeobox gene that is essential for nephrogenesis. During metanephric kidney development, *Lim1 *is expressed in the nephric duct, ureteric buds, and the induced metanephric mesenchyme. Conditional ablation of *Lim1 *in the metanephric mesenchyme blocks the formation of nephrons at the nephric vesicle stage, leading to the production of small, non-functional kidneys that lack nephrons.

**Methods:**

In the present study, we used Affymetrix probe arrays to screen for nephron-specific genes by comparing the expression profiles of control and *Lim1 *conditional mutant kidneys. Kidneys from two developmental stages, embryonic day 14.5 (E14.5) and 18.5 (E18.5), were examined.

**Results:**

Comparison of E18.5 kidney expression profiles generated a list of 465 nephron-specific gene candidates that showed a more than 2-fold increase in their expression level in control kidney versus the *Lim1 *conditional mutant kidney. Computational analysis confirmed that this screen enriched for kidney-specific genes. Furthermore, at least twenty-eight of the top fifty (56%) candidates (or their vertebrate orthologs) were previously reported to have a nephron-specific expression pattern. Our analysis of E14.5 expression data yielded 41 candidate genes that are up-regulated in the control kidneys compared to the conditional mutants. Three of them are related to the Notch signaling pathway that is known to be important in cell fate determination and nephron patterning.

**Conclusion:**

Therefore, we demonstrate that *Lim1 *conditional mutant kidneys serve as a novel tissue source for comprehensive expression studies and provide a means to identify nephron-specific genes.

## Background

Kidney is one of the main excretory and homeostatic organs of the body. The basic structural and functional unit of the kidney is the nephron. The development of a nephron involves a series of reciprocal tissue inductions between the ureteric bud and the metanephric mesenchyme. Induced metanephric mesenchyme cells condense to form pretubular cell aggregates and go through a mesenchyme to epithelial transition and a series of morphological changes, including the formation of nephric vesicles, comma- and S-shaped bodies and eventually the formation of mature nephrons. A mature nephron is composed of the vascular loop of the glomerulus, Bowman's capsule, the proximal convoluted tubule, the loop of Henle and the distal convoluted tubule that connects to the drainage system. Genes expressed in developing and mature nephrons may be important for their development, structural integrity, and physiological function. In humans, mutations in such genes may cause kidney disease [1].

Mouse has been widely used as a model organism for biomedical research. This is because the mouse is anatomically and physiologically similar to human. Recent progress in the human and mouse genome projects further indicates that the organization of these two mammalian genomes are highly conserved [2]. Over 95% of human genes can find their counterparts in the mouse genome [3,4]. This high similarity between mouse and human underscore the use of the mouse as the model organism *par excellence *for studies of many aspects of human biology.

Although genes involved in kidney organogenesis or associated with kidney disease have been identified, there is still limited molecular genetic knowledge of kidney development and homeostasis. Recent progress in microarray technology provides a powerful tool to study the kidney [5-14]. Mice with mutations that alter specific aspects of kidney development and function provide unique tissue resources for microarray studies [15-18].

*Lim1*, also called *Lhx1*, is a LIM-class homeobox gene that is expressed in the ureteric bud and pretubular cell aggregate prior to epithelialization of the developing metanephric kidney [19,20]. Most *Lim1 *null mutants die around E10.5, an embryonic stage prior to the development of the metanephros [21]. Rare *Lim1*-null mutant mice survive to birth but do not have kidneys, demonstrating an essential role for this gene in kidney organogenesis [21]. To bypass the early lethality that hinders the analysis of *Lim1 *function in kidney organogenesis, a *Lim1 *conditional null allele in mouse was generated [22]. An *Rarb2-Cre *transgene was generated and used for metanephric mesenchyme-specific ablation of *Lim1 *that resulted in newborn mice that had kidneys but no nephrons [20].

Nephrogenesis is a continuous process that begins with the induction of metanephric mesenchyme by the ureteric bud, around embryonic day 10.5 (E10.5), and persists several weeks after birth in mice [1]. The first mature nephron is observed at E16.5 [23]. Histological analysis suggests that the development of *Lim1 *mutant nephrons stops at the nephric vesicle stage, which begins around E11.0. Loss of a nephric vesicle polarity marker, *Brn1*, expression in the E13.5 conditional mutant kidneys further indicated that the *Lim1 *is required for correct patterning of the nephric vesicle [20]. The developing nephric vesicle represents an important developmental stage in which nephron polarity is established. Disruption of its patterning results in a failure to form nephron structures such as proximal tubules and glomerular epithelium [24].

In this study, we hypothesized that *Lim1 *mutant nephron-deficient kidneys could be used as a novel tissue resource for microarray experiments to identify genes expressed in the developing nephrons. Kidneys of two developmental stages were examined. Control and conditional mutant kidneys of E14.5 mouse embryos were used to identify genes involved in early nephron development including pattern formation. In contrast, E18.5 kidneys were used to isolate functional genes that are expressed in mature nephrons.

## Methods

### Generation of conditional mutant mice and genotyping

All procedures performed on animals were done in accordance with guidelines of the American Physiological Society and were approved by The University of Texas MD Anderson Cancer Center Institutional Animal Care and Use Committee (Richard R. Behringer, IACUC Protocol Number: 02-90-01735). Mice carrying a targeted *Lim1 *null allele (*Lim1*^*lacZ*^, [25]), a *Lim1 *conditional null allele (*Lim1*^*flox*^, [22]) and an *Rarb2-Cre *transgene in which Cre is expressed in the metanephric mesenchyme of the developing kidney [20], were used in this study. *Lim1*^*lacZ*/+ ^and *Lim1*^*flox*/*flox *^mice were maintained on a C57BL/6J × 129/SvEv genetic background. *Rarb2-Cre *transgenic mice were initially generated on a C57BL/6J × SJL/J genetic background.

To obtain mouse embryos with metanephric mesenchyme-specific *Lim1 *deficient (*Lim1*^*flox*/*lacZ*^; *Rarb2-Cre*^*tg*/+^) kidneys, timed matings between *Lim1*^+/*lacZ*^; *Rarb2-Cre*^*tg*/+ ^males and *Lim1*^*flox*/*flox *^females were established. Kidney samples of two different embryonic stages (E14.5 and E18.5) were isolated. Their genotypes were assigned unambiguously using real time PCR assays detecting the presence of *lacZ *and *Cre *alleles, which were established in the M. D. Anderson Cancer Center DNA Analysis Core Facility. For the E14.5 time point, a total of 71 embryos were collected, 17 of them were genotyped as conditional mutants (*Lim1*^*flox*/*lacZ*^; *Rarb2-Cre*^*tg*/+^). Kidneys from 23 *Lim1*^*flox*/+^; *Rarb2Cre*^*tg*/+ ^embryos were used as "control" kidneys. For the E18.5 time point, a total of 39 embryos were harvested, 9 of them were genotyped as conditional mutants and 14 of them were genotyped as controls.

### Tissue collection and RNA preparation

Embryonic kidney tissue from each individual was placed in a separate tube with 0.5 ml TRIzol (Invitrogen, Carlsbad, CA) and stored at -75°C until the corresponding visceral tissue could be genotyped. After a genotype was unambiguously assigned to each individual, TRIzol preserved kidneys of the same genotype were pooled and total RNA was prepared as per the manufacturer's instructions. Total RNA was then processed using a QIAGEN RNeasy Midi Kit before *in vitro *transcription-labeling reaction per Affymetrix (Santa Clara, CA) recommendation. Once purified, RNA quality was determined by electrophoretic methods using an agarose gel or analysis using an Agilent Bioanalyzer 2100 (Palo Alto, CA) and by spectroscopy at 260 and 280 nm.

### Microarray processing

Five to forty micrograms of total RNA from each pooled embryonic kidney sample was used to produce the cRNA target for the microarray. The target was created using a reverse transcription reaction to produce cDNA (Supercript Choice System, Gibco), which was subsequently subjected to *in vitro *transcription with biotinylated cytidine-5'-triphosphate and uridine-5'-triphosphate using the ENZO BioArray High Yield RNA Transcript Labeling Kit to produce biotinylated cRNA. The target was then fragmented and hybridized to Mouse Genome 430 2.0 Affymetrix GeneChip Arrays (Affymetrix, Santa Clara, CA) in duplicates using an Affymetrix GeneChip Fluidics Station 400, according to the manufacturer's standard protocols. The arrays were stained with phycoerythrin-coupled avidin and scanned using a GeneArray Scanner 3000. The resultant output was analyzed using Affymetrix Microarray Suite software and examined for excessive background or evidence of RNA degradation. All microarray processing was performed in the Murine Microarray and Affymetrix Facility at the University of Texas M. D. Anderson Cancer Center.

After scanning, all probe sets were scaled to a signal intensity of 250 and relative levels of expression of each transcript (signal) were determined using Microarray Suite 5.0 software (Affymetrix). The images of all arrays were inspected for physical anomalies and for the presence of excessive background hybridization. Generally, all array results used in this study were of good quality, and no major manufacturer's defects or abnormalities were detected.

### Microarray analysis

Microarray experiment on each time point and genotype was performed in technical duplicates (ie. a single RNA preparation of pooled kidneys of one genotype used for two separate target preparations). Data from a total of 8 independent arrays were used in this study, 2 arrays were used for RNA samples from E18.5 control kidneys, 2 for E18.5 *Lim1 *conditional mutant kidneys, 2 for E14.5 control kidneys, and the other 2 for E14.5 *Lim1 *conditional mutant kidneys. Data generated from all arrays that satisfied the preliminary analysis were exported and loaded into DNA-Chip Analyzer (dChip2004) [26,27], where statistical and comparative analyses were performed to verify the data. The data were normalized using the default normalization method. Briefly, an iterative procedure was used to identify an invariant set of probes, which presumably consisted of non-differentially expressed genes. A piecewise-linear running median curve was then calculated and used as the normalization curve. After normalization, all arrays had similar brightness. Median intensities around 155 (between 155 to 158) were obtained after normalization. Percent gene present (P call%) values between 55.7% and 63.6% were observed using default detection p-value cut offs (a_1 _= 0.04 and a_2 _= 0.06). Array outlier (%) and single outlier (%) were detected at ranges from 0.016% to 0.080% and from 0.009% to 0.045%. Expression data obtained from all arrays used is provided in Additional file 1.

Normalized data were exported in a tab delimited text format. Fold changes of each transcript from different samples were calculated and sorted using Microsoft Excel 5.0 software. Signal obtained from control kidney samples were used as an experiment to compare to the signal obtained from *Lim1 *conditional mutant kidneys that was designated as a baseline. A 2-fold change in the means of signal obtained from experimental duplicates and those from baseline duplicates was used as the criterion to identify differentially expressed transcripts. To ensure the quality of the data, probe sets that showed a fold change between duplicates greater than between the experimental mean and baseline mean were removed. To study only genes that showed consistent expression on experimental chips, probe sets that did not show consistent present calls in the experimental duplicates were removed. To focus on genes with a significant fold change between the experiment and the baseline, only probe sets that the product of their experimental mean and fold change were more than 100 were retained. To produce a compact differentially expressed gene list, the probe set list was sorted within Microsoft Excel based on Locus Link number and redundant entries were removed. Our experimental design description and the data format provided in the Additional files fulfill the MIAME (minimum information about a microarray experiment) standards [28].

### Expression specificity and ontological analysis

To evaluate kidney expression specificity of identified genes, gene symbols and locus numbers were used to retrieve their relevant expression information in the Genomics Institute of the Novartis Foundation (GNF) Gene Expression Atlas 2 and Unigene databases. The GNF Atlas 2.0 contains two replicates each of 61 mouse tissues run over Affymetrix probe arrays. It was accessed using the Gene Sorter server provided by the University of California at Santa Cruz [29]. Gene Sorter provides a score, between -4 to 4, to describe the relative expression level of a gene in different tissues presented in the GNF Atlas 2 [30]. In contrast Unigene is a system automatically partitioning GenBank sequences, including expressed sequence tags (ESTs), into a non-redundant set of gene-oriented clusters [31]. The Unigene data were obtained from SOURCE [32], which provides a normalized expression level, based on the number of ESTs within the cluster found in cDNA libraries of different sources, expressed in percentages, to represent the relative abundance of a transcript in different tissues or organs [33]. To understand the composition of the genes identified in our study, ontological analysis was performed using DAVID (Database for Annotation, Visualization and Integrated Discovery) and EASE (Expression Analysis Systematic Explorer) from the National Institute for Allergy and Infectious Disease (NIAID) [34-37]. Data obtained were processed and charts were drawn using Microsoft Excel 5.0 software.

## Results

### Identification of stage-specific kidney genes

The first protocol used was to compare gene expression levels in kidney samples of the two developmental stages so that stage-specific kidney genes could be identified. 

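Kidneys of 23 E14.5 and 14 E18.5 control embryos were pooled by stage, and the RNA of each pool was measured on 2 Affymetrix mouse genome arrays. The control embryos carried 1 floxed and 1 wild-type Lim1 allele with the Rarb2-Cre transgene. The 2 arrays of a stage hold separate target preparations of 1 RNA pool, so they are technical duplicates, each stage has 1 biological replicate, and no p-value was computed from the 2 pools alone. The deposited values are linear signal intensities, 1 model-based value for each of 45101 probe sets, which the authors computed and normalized between arrays with dChip. The median signal was 236 and 233 on the E14.5 control arrays and 229 and 225 on the E18.5 control arrays. Each array listed between 1 and 6 probe sets at a signal of 0. Across probe sets, which are not independent replicates, the log2 signals of the duplicates correlated with r = 0.985 at E14.5 and r = 0.990 at E18.5. The median fold between duplicate arrays was 1.10 at E14.5 and 1.07 at E18.5. A gene was taken as higher in a condition when at least 1 of its probe sets met the paper's criteria of size. The ratio of the mean signals had to reach 2 and to exceed the fold between the duplicate arrays of either condition, and the mean signal times the ratio had to exceed 100. The paper's present calls were not used here, and both arrays of the higher condition instead had to reach their own 40th percentile of signal. Ratios are followed in parentheses by their range over the 4 pairings of 1 array from each condition. When 1 array was set against its own duplicate, with the criteria on ratio and signal and without that on duplicates, 34 genes passed in 1 direction and 0 in the other for the E14.5 control pool, and 68 and 3 for the E18.5 control pool. Groups of genes were read from 41 lists of cell types and functions, each gene by its brightest probe set, as the median log2 ratio. A median of the mean signals can lie just outside its range over single arrays. Each median was placed among 10000 random lists of the same size and signal. The number of arrays limits the precision of every value.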

To enrich for E18.5 kidney-specific genes, signals obtained from E18.5 control kidney samples (E18.5C) were used to compare with E14.5 control kidney data (E14.5C). Genes sorted according to their expression signal fold changes (E18.5C/E14.5C) generated a list enchriched for E18.5 mouse kidney genes. A list of 1,006 genes showed more than 2 fold change was identified (Table 1 and Additional file 2). 

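Genes of differentiated nephron segments were among those with the highest ratios of E18.5 over E14.5 control signal, and some serve solute transport or metabolism. Of the 40 named genes among the 50 highest, 6 were in the list of solute carriers. In all, 970 genes were at least 2-fold higher at E18.5, 864 of them under a gene name, by 1149 probe sets with a median ratio of 2.66. Of these probe sets, 258 were at least 4-fold and 78 at least 10-fold higher. With probe sets that differed 1.5-fold between the E18.5 mutant arrays left out, an alternative chosen after seeing the data, the count was 943. The highest ratio was that of Umod, which encodes the uromodulin of the thick ascending limb, at 41.1 (31.7 to 57.6) for the stronger-responding of its 2 probe sets. Its mean signal was 854 at E18.5 and 21 at E14.5. Cyp2j5, a cytochrome P450 of the proximal tubule, had a ratio of 38.2 (34.0 to 43.4), and Kap, an androgen-regulated gene of the same segment, 35.9 (35.7 to 36.2). Slc34a1, the sodium-phosphate cotransporter of the brush border, reached 35.2 (34.8 to 35.6) with a mean signal of 5044 at E18.5. The detoxifying glutathione S-transferase gene Gsta2 stood at 34.8 (25.6 to 49.3) and the distal tubule gene Kl, which encodes a coreceptor for fibroblast growth factor 23, at 34.1 (31.3 to 37.1). Both gluconeogenic genes among the 10 highest, Fbp1 and Pck1, had ratios of 32.7 (31.6 to 33.8) and 27.1 (25.2 to 29.4). Fxyd2 encodes a regulatory subunit of the sodium pump and had a ratio of 31.9 (29.6 to 34.4), and S100g, which encodes a calcium-binding protein, had 29.6 (28.1 to 31.2). The low E14.5 signal of most of these genes lay near the background, which limits the precision of their ratios and leaves their order uncertain. Between single arrays of the stages, the count ranged from 908 to 1144 genes.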

As shown in Table 2, the enrichment for kidney specificity was dramatic. 

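Every nephron segment measured had a higher median signal at E18.5 than at E14.5 in control kidneys, with the proximal tubule far ahead. Of 52 proximal tubule genes, 40 were at least 2-fold higher and 0 lower, with a median log2 ratio of 2.82 (2.80 to 2.84), above all 10000 random lists. Anpep, a brush border peptidase gene, was 20.5 (18.6 to 22.5) times as high, and the water channel gene Aqp1 14.9 (13.7 to 16.2) times. The loop of Henle list of 14 genes had a median of 0.62 (0.54 to 0.71), with 5 genes higher, among them Slc12a1, the sodium-potassium-chloride cotransporter, at 12.6 (11.4 to 14.0). In the distal and connecting tubule list 7 of 14 genes were higher and 2 lower, at a median of 0.39 (0.37 to 0.49). Of 22 collecting duct genes, 10 were higher, at a median of 0.71 (0.57 to 0.84), and the vasopressin-regulated water channel gene Aqp2 was 16.8 (15.6 to 18.0) times as high. Podocyte genes were higher in 9 of 23 cases and lower in 1, at a median of 0.34 (0.24 to 0.39). The podocyte genes Col4a3 and Col4a4, which encode collagen chains of the mature glomerular basement membrane, had ratios of 3.87 (3.14 to 4.93) and 3.92 (3.73 to 4.11). Endothelial genes, outside the nephron, had a median of 0.68 (0.60 to 0.68) with 5 of 17 higher, including Tie1, an endothelial receptor, at 3.87 (3.71 to 4.04). Among the 50 genes with the highest ratio, 40 had a name, and 18 of these were in the proximal tubule list, 2 in the loop of Henle list, 3 in the distal tubule list and 2 in the collecting duct list. Many members of the nephron lists also stand in the paper's Tables 3 and 4, so the lists are not independent of it. From database expression levels and published nephron patterns of the top 50 genes in Table 2, the paper concludes that ranking by the ratio between stages enriches for kidney genes.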

The average relative kidney expression level among the top 50 genes on the list reported by Gene Sorter is 3.6 whereas that of the gene list sorted using raw signals (E18.5C) is only -0.1. Similarly the average normalized expression level in the kidney, reported by SOURCE [33], of the top 50 genes also showed a nearly 15 fold increase (30.69% compare to 2.07%). Although a PubMed search did not find any of the top 50 genes in the list sorted by raw signals (E18.5C; 0%), 22 of the top 50 (44%) genes sorted by fold change (E18.5C/E14.5C) were described to have a nephron-specific expression pattern.

**Table 1:** Numbers of genes that showed more than a 2-fold increase in different expression level comparisons.

Experiment/Baseline	E18.5 C	E18.5 M	E14.5 C	E14.5 M
E18.5 C	-	47	796	-
E18.5 M	465	-	481	341
E14.5 C	1,006	476	-	2
E14.5 M	-	331	41	-

**Table 2:** Expression profile comparison between E18.5 control and *Lim1 *conditional mutant kidney generated a gene list enriched for nephron-specificity.

Sorted by	Relative kidney expression level (GNF 2.0)	Normalized expression in kidney (SOURCE)	Published Nephron-specific expression (PubMed)
E18.5 C	-0.1	2.07%	0%
E18.5 C/E14.5 C	3.6	30.69%	44%
E18.5 C/E18.5 M	3.5	32.27%	56%

E14.5 C	-0.1	1.48%	0%
E14.5 C/E18.5 C	0.0	2.51%	4%
E14.5 C/E14.5 M	2.9	21.51%	26%

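An embryonic globin had the highest ratio of E14.5 over E18.5 control signal, and few genes of nephron segments stood among the highest. At least 2-fold higher at E14.5 were 717 genes, 535 of them under a name, by 836 probe sets with a median ratio of 2.52. Only 8 of these probe sets were at least 10-fold higher. Hbb-y, the embryonic beta-like globin carried by primitive red cells, was 280.2 (261 to 301) times as high, with a mean signal of 6796 at E14.5 and 24 at E18.5. That E18.5 signal is at the background, so the size of the ratio is uncertain, and another probe set of Hbb-y gave 27.3 (23.3 to 31.8). Hba-x, its alpha-like partner, was 6.88 (5.89 to 7.99) times as high, and the median of 10 erythroid genes was -0.09 (-0.13 to -0.02) for E18.5 over E14.5. Cenpe, which encodes a kinetochore motor, had a ratio of 11.9 (9.90 to 14.4) and Ccnd1, which encodes cyclin D1, 8.59 (7.58 to 9.87). Hmga2, an architectural chromatin gene of fetal growth, had 11.4 (10.6 to 12.2) and Sox11, a transcription factor gene of embryonic progenitors, 8.95 (7.71 to 10.3). Pabpc4l, a poly(A)-binding protein gene, and Gas2l3, a gene of cytokinesis, were 13.6 (11.8 to 15.4) and 8.45 (6.87 to 10.4) times as high. The probe sets of Cenpe, Ccnd1, Pabpc4l and Gas2l3 were also higher on array 1 than on array 2 of the E18.5 mutant pool, at 126 and 63, 631 and 366, 123 and 63, and 223 and 50, a gap past 1.5-fold in each. The brightest probe set of Ccnd1 had a ratio of only 1.67 (1.59 to 1.76). Sod1, the cytosolic superoxide dismutase gene, was 12.5 (11.2 to 14.0) times as high by 1 probe set, while its brightest probe set gave a ratio of E18.5 over E14.5 of 1.03 (0.933 to 1.16). Such splits between probe sets of 1 gene were frequent, and only 402 genes passed when each was read by its brightest probe set. The splits went with a difference between the duplicate arrays of the E18.5 mutant pool, where 295 of the 836 probe sets were at least 1.5-fold higher on array 1 and 4 on array 2. With such probe sets left out, an alternative chosen after seeing the data, 474 genes were counted. Among the 50 genes with the highest ratio, 38 had a name, of which 0 were in the proximal tubule list, 1 in the distal tubule list, 1 in the early nephron list, 0 in the proliferation list and 2 in the erythroid list.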

The same approach was applied to the E14.5 experiment to identify 796 gene that showed more than a 2 fold change (Table 1 and Additional file 3), however the enrichment for kidney- or nephron-specificity was not significant. As shown in Table 2, the average relative kidney expression levels of the top 50 genes were not much different in lists sorted by the raw signals and fold changes (-0.1 and 0.0). A slight increase in the average normalized expression in the kidney was observed (1.48% and 2.51%). There were only 2 genes (4%) among the top 50 reported to have a nephron-specific expression pattern in the gene list sorted by developmental stage-specific fold change (E14.5C/E18.5C). 

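Genes of dividing cells and of progenitors, and part of the chromatin genes, were higher in E14.5 than in E18.5 control kidneys. Of 25 proliferation genes, 9 were at least 2-fold higher at E14.5 and 0 at E18.5, and the median log2 ratio of E18.5 over E14.5 was -0.81 (-0.92 to -0.73), below all 10000 random lists. Bub1b, a gene of the spindle checkpoint, was 2.71 (2.53 to 2.89) times as high at E14.5. Mcm4, which encodes a subunit of the replicative helicase, and Rrm2, which encodes a subunit of ribonucleotide reductase, had ratios of 2.61 (1.89 to 3.42) and 2.49 (2.40 to 2.59). Of 68 chromatin genes 12 were higher at E14.5 and 1 at E18.5, at a median of -0.05 (-0.05 to 0.01). Smarcc1, a core gene of the SWI/SNF remodelling complex, was 3.52 (3.45 to 3.59) times as high at E14.5, by a probe set that read 935 and 596 on the duplicate E18.5 mutant arrays. In the network of imprinted growth genes 4 of 14 were higher at E14.5, at a median of -0.10 (-0.16 to -0.06), among them the fetal RNA-binding protein genes Igf2bp1 at 2.27 (2.16 to 2.40) and Igf2bp3 at 2.22 (2.06 to 2.39). The maternally expressed Meg3 went the other way, at 2.02 (1.80 to 2.28) for E18.5 over E14.5. The 18 genes of the nephron progenitor had a median of -0.20 (-0.27 to -0.18), with 3 higher at E14.5. These were Six2, which keeps the cap mesenchyme undifferentiated, at 2.10 (2.01 to 2.21), Eya1, its cofactor, at 2.16 (1.76 to 2.57), and the zinc finger gene Sall1 at 2.04 (1.77 to 2.31). Foxd1, which marks the stromal progenitors around the cap mesenchyme, was 3.77 (3.42 to 4.19) times as high at E14.5, and Robo2, a receptor that restrains ureteric bud outgrowth, 3.37 (3.17 to 3.59) times.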

A closer look of the gene list revealed that this list enriched for genes generally expressed in undifferentiated, embryonic tissues but do not necessarily show kidney-specificity (data not shown).

### Identification of nephron-specific genes of different developmental stages

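For the comparison of genotypes, kidneys of 17 E14.5 and 9 E18.5 Lim1 conditional mutant embryos were pooled by stage and measured, like the controls, on 2 arrays per pool. The mutants carried 1 floxed and 1 lacZ null allele of Lim1, and the Rarb2-Cre transgene removes the floxed allele in the metanephric mesenchyme, from which nephrons form. The ureteric bud, which forms the collecting ducts, is not derived from it, but it carries the lacZ null allele in mutants and not in controls. The median signal was 232 and 227 on the E14.5 mutant arrays and 243 and 225 on the E18.5 mutant arrays. The duplicates correlated with r = 0.988 at E14.5 and r = 0.980 at E18.5 across probe sets, with a median fold between arrays of 1.08 and 1.16. The E18.5 mutant arrays thus lay farther apart than those of any other pool, and their log2 difference had an SD of 0.29 over the probe sets at or above the 40th percentile, against 0.20 at E14.5. Under the criteria on ratio and signal, array 1 alone over array 2 passed 136 genes in the E18.5 mutant pool and array 2 over array 1 passed 20, against 43 and 1 in the E14.5 mutant pool. Each genotype has 1 pool at each stage, and the same criteria and lists served for the comparison.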

A second protocol was to take advantage of the nephron-deficient *Lim1 *conditional mutant kidneys to identify nephron-specific genes of different developmental stages [20]. To generate an E18.5 nephron-specific gene list, we compared gene expression data of E18.5 control kidney (E18.5C) and *Lim1 *conditional mutant kidney (E18.5M). Fold changes were calculated and used to sort genes. A total of 465 genes showed a more than 2 fold increase in expression in the control kidney compared to the conditional mutant kidney (Table 1 and Additional file 4). 

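Loss of Lim1 from the mesenchyme went with a deep shortfall of nephron transcripts at E18.5, deepest for the proximal tubule. In control over mutant kidneys 456 genes were at least 2-fold higher, 406 of them under a name, by 572 probe sets with a median ratio of 2.86. Of these, 187 were at least 4-fold and 74 at least 10-fold higher. The count was 445 with the probe sets that differ 1.5-fold between the mutant arrays left out, an alternative chosen after seeing the data. Slc34a1 had the highest ratio, at 63.5 (59.0 to 68.6), with a mean signal of 79 in the mutant. Umod followed at 58.2 (51.1 to 67.2), with a mutant signal of 15, and S100g at 45.2 (42.1 to 48.5). Such mutant signals lie far below the 40th percentile of the arrays, so the size and order of these ratios depend on the background, and an offset of 50 gave 39.3 for Slc34a1 and 14.0 for Umod. Gsta2 had a ratio of 41.3 (33.5 to 51.0), and Hao2, a peroxisomal hydroxyacid oxidase gene, 40.2 (36.7 to 44.4). Cltrn, whose product brings amino acid transporters to the brush border, had 37.8 (34.4 to 41.8), and Acsm2, a medium-chain acyl-CoA synthetase gene, 36.1 (29.3 to 46.3). Cyp2j5, Fxyd2 and Kl had ratios of 36.0 (32.0 to 41.0), 35.6 (30.0 to 43.3) and 35.5 (31.7 to 39.9). Of 52 proximal tubule genes 39 were higher in control and 0 in mutant kidneys, at a median log2 ratio of 3.07 (2.96 to 3.19). The medians were 0.61 (0.55 to 0.68) for the loop of Henle, with 6 genes higher, and 0.23 (0.22 to 0.33) for the distal and connecting tubule, with 5 higher. Podocyte genes had a median of 0.12 (0.05 to 0.13), at the 98.7 percentile of random lists, with 8 genes higher, while the podocyte transcription factor gene Tcf21 stood at 0.794 (0.753 to 0.838). Of the 456 genes counted, 392 were also counted without E18.5 mutant array 1 and 447 without array 2. Read by the brightest probe set, 319 of the named genes passed. Between the mutant stages, the median ratio of E18.5 over E14.5 of these 319 was 1.10, and 18 reached 2-fold. From the lack of nephrons in the mutant, the paper reasons that genes higher in the control kidney are candidates for nephron-specific expression.

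**Figure D1:**
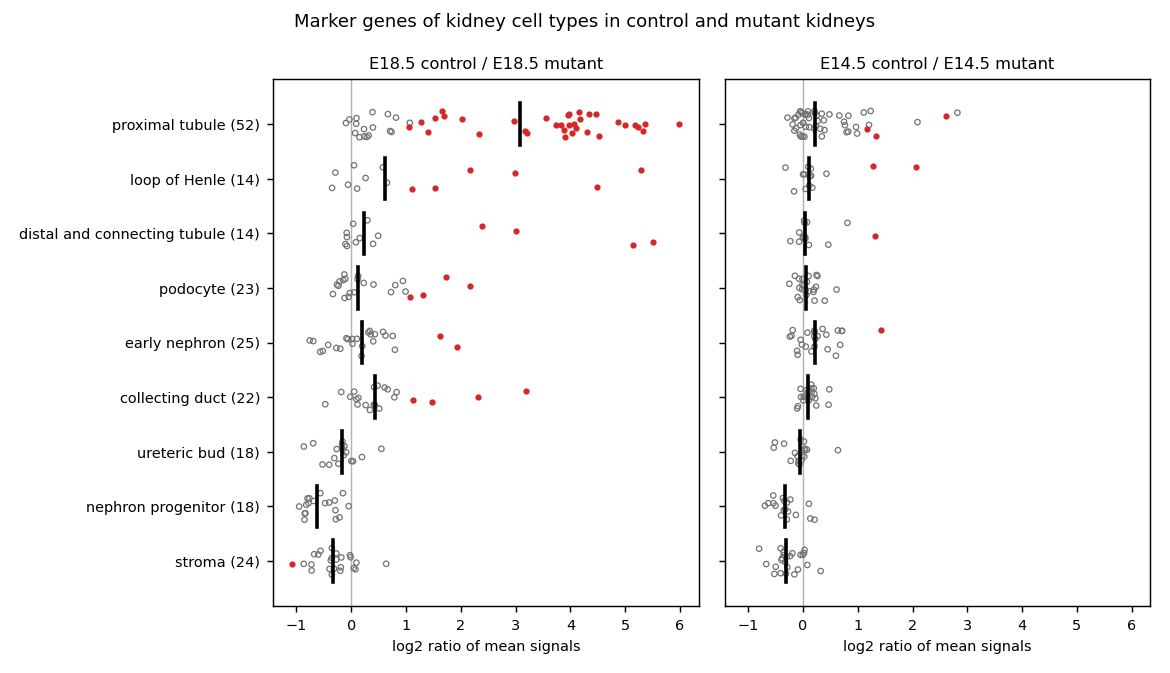
Log2 ratio of control over Lim1 mutant signal for the genes of 9 kidney lists at E18.5 and E14.5, 1 point per gene by its brightest probe set. Red points met the size criteria, open grey points did not, and black bars mark the list medians. At E18.5 the proximal tubule median was 3.07, and the nephron progenitor median was -0.62.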

The top 50 genes on the list were further evaluated computationally for their kidney specificity. 

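The genes highest in E18.5 control over mutant kidneys were nephron genes, while the nephron progenitor, stromal and immune lists were higher in the mutant. Among the 50 genes with the highest ratio, 42 had a name, of which 25 were in the proximal tubule list, 2 in the loop of Henle list, 3 in the distal tubule list and 0 in the collecting duct list. Many genes of these lists are in the paper's own Tables 3 and 4. The lowest ratio among the 50 was 14.1. Anpep, Pdzk1 and Slc5a8, genes of the brush border and of monocarboxylate uptake, had ratios of 15.0 (13.3 to 17.0), 15.5 (15.1 to 15.9) and 29.2 (25.1 to 33.9). Collecting duct genes were also lower in the mutant, at a median log2 ratio of 0.42 (0.40 to 0.56) with 6 of 22 higher in control. Aqp2 had a ratio of 9.16 (8.88 to 9.46) and Atp6v1b1, a proton pump gene of intercalated cells, 4.98 (4.49 to 5.54). Ureteric bud genes had a median of -0.16 (-0.23 to -0.11), and 2 of 18 were at least 2-fold higher in the mutant. Both mark the bud tip: Ret, the receptor for glial cell line-derived neurotrophic factor, at 2.01 (1.79 to 2.25), and Sox9 at 2.08 (1.80 to 2.38). All 18 nephron progenitor genes were higher in the mutant, at a median of -0.62 (-0.80 to -0.52), below all 10000 random lists, though 0 reached 2-fold. The mean signal of Six2 was 813 in control and 1382 in mutant kidneys, a ratio of 0.588 (0.536 to 0.646). Stromal genes had a median of -0.34 (-0.37 to -0.29), and Pdgfra, a growth factor receptor gene of interstitial cells, was 2.66 (2.45 to 2.88) times as high in the mutant. The immune list had a median of -0.33 (-0.53 to -0.28), with all 16 genes higher in the mutant, though 0 reached 2-fold. The macrophage complement gene C1qb had a ratio of 0.563 (0.465 to 0.691). The duplicate mutant arrays differed in the same groups, by a median log2 of -0.21 for nephron progenitor, -0.10 for stromal and -0.20 for immune genes, array 1 minus array 2.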

The results indicate that the gene list generated by this protocol is highly enrich for nephron-specific genes. The average relative kidney expression level, based on GNF 2.0, reached 3.5, and the normalized kidney expression level, according to SOURCE, is 32.27%. There is also a slight increase in the ratio of genes with published nephron-specific expression patterns (56%) compared to the gene list generated using the previous protocol (44%). The details of the gene list are described in Table 3.

**Table 3:** Top 50 genes upregulated in the E18.5 control kidney when compared to the *Lim1 *conditional mutant kidney.

Gene Name	Locus Link	Symbol	Fold Change	GNF 2.0	SOURCE (%)	Nephron -specific	Reference
Solute carrier family 34, member 1	20505	Slc34a1	63.47	4.0	78.05		
Uromodulin	22242	Umod	58.19	4.0	61.91	HL,DT	[54]
Calbindin 3	12309	Calb3	45.16	4.0	11.13	DT	[55]
Glutathione S-transferase, alpha 2	14858	Gsta2	41.30	4.0	31.73	PT	[56]
Hydroxyacid oxidase 3	56185	Hao3	40.21	4.0	24.19		
Nephrosis 2 homolog, podocin	170484	Nphs2	39.83	2.0	71.88	Pod	[57]
Kidney-specific membrane protein	57394	Tmem27	37.83	4.0	36.97	DN,DT, PT, UT	[14]
MGC37245	233799	MGC37245	36.09				
Cytochrome P450, family 2, subfamily j, polypeptide 5	13109	Cyp2j5	36.03	4.0	15.60		
FXYD domain-containing ion transport regulator 2	11936	Fxyd2	35.57	4.0	69.12	PT, HL	[58]
Klotho	16591	Kl	35.49	4.0	53.50	PT	[59]
Kidney androgen regulated protein	16483	Kap	35.36	4.0	40.76	PT	[60]
Hydroxysteroid dehydrogenase-4, delta<5>-3-beta	15495	Hsd3b4	34.28	4.0	50.43		
Fructose bisphosphatase 1	14121	Fbp1	32.04	4.0	18.74	DN,DT, PT,UT	[61]
Gamma-glutamyltransferase 1	14598	Ggt1	30.65	4.0	17.68	PT	[62]
Solute carrier family 5, member 8	216225	Slc5a8	29.22		13.49		
Solute carrier family 26, member 1	231583	Slc26a1	27.27	3.0	14.30	PT	[63]
Low density lipoprotein receptor-related protein 2	14725	Lrp2	25.73		51.68	PT,Gl	[64]
Aldolase 2, B isoform	230163	Aldo2	23.80	4.0	37.02	PT	[65]
Kynurenine aminotransferase II	23923	Kat2	23.35	4.0	67.29		
Cubilin	65969	Cubn	22.94	3.0	5.18	PT	[66]
Solute carrier family 12, member 1	20495	Slc12a1	22.45	4.0	74.20	HL	[67]
RIKEN cDNA D630043A20 gene	207151	Slc22a19	21.95	4.0	81.09		
RIKEN cDNA 0610038O04 gene	75396	0610038004Rik	21.91				
Phenylalanine hydroxylase	18478	Pah	21.25	4.0	28.04	PT	[68]
Sulfotransferase family 1D, member 1	53315	Sult1d1	20.47		10.49		
Betaine-homocysteine methyltransferase 2	64918	Bhmt2	20.26	2.5	5.80	PT	[69]
Serine (or cysteine) proteinase inhibitor, clade A, member 6	12401	Serpina6	19.94	0.5	2.56		
Glycine amidinotransferase	67092	Gatm	19.69	4.0	6.83		
Fatty acid binding protein 3	14077	Fabp3	19.60	2.0	4.22		
RIKEN cDNA 9130022A01 gene	100061	9130022A01Rik	18.71	4.0			
UDP-glucuronosyltransferase 1 family, member 2	22236	Ugt1a2	18.42	4.0			
Amnionless	93835	Amn	17.98	3.0	4.01	PT,DT	[14]
Cytochrome P450, family 27, subfamily b, polypeptide 1	13115	Cyp27b1	17.91	0.5	98.60	PT	[70]
Potassium inwardly-rectifying channel, subfamily J, member 15	16516	Kcnj15	17.69		43.57	RT	[70]
Claudin 2	12738	Cldn2	17.10	4.0	8.61	PT	[71]
RIKEN cDNA 2010002A20 gene	66601	2010002A20Rik	16.99	4.0	20.30		
Defensin beta 1	13214	Defb1	16.78	4.0	34.83	CT,HL	[72]
Kidney-derived aspartic protease-like protein	16541	Kdap	16.76	4.0	38.24	PT	[73]
Serine protease inhibitor, Kazal type 3	20730	Spink3	16.30	4.0	1.13		
Hepatic nuclear factor 4	15378	Hnf4	16.20	3.5	5.37	UD,Gl,RV	[74]
Solute carrier family 22, member 6	18399	Slc22a6	15.71	2.5	26.67	DN,PT,Gl	[14]
PDZ domain containing 1	59020	Pdzk1	15.49	4.0	33.70	PT	[75]
Kallikrein 6	16612	Klk6	15.46	4.0	14.16	UT	[76]
RIKEN cDNA 1300013J15 gene	67473	1300013J15Rik	15.36	4.0	32.54		
BB738659		BB738659	15.22				
Alanyl aminopeptidase	16790	Anpep	14.96	2.5	9.70	PT	[77]
Meprin 1 alpha	17287	Mep1a	14.77	3.0	59.06		
Argininosuccinate synthetase 1	11898	Ass1	14.26	4.0	35.65	PT	[78]
Meprin 1 beta	17288	Mep1b	14.13	4.0	2.00		

Abbreviations: CT, collecting tubule; DN, developing nephron; DT: distal convoluted tubule; Gl: glomerulus; HL, loop of Henle; PT, proximal convoluted tubule; Pod, podocyte; RT, renal tubule; RV: renal vesicle; UD, ureteric duct; UT, ureteric tubule.

A gene list enriched for E14.5 nephron-specific genes was generated using the same protocol. Comparison of the E14.5 control kidney and *Lim1 *conditional mutant kidney gene expression profile picked up only 41 genes that showed a more than 2 fold change (Table 1). 

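Few genes separated the genotypes at E14.5, and those with the highest ratios include genes of nephron tubules. At least 2-fold higher in control than in mutant kidneys were 29 genes, 22 of them under a name, by 33 probe sets with a median ratio of 2.45. Between single arrays of the genotypes, with no criterion on duplicates, 22 to 89 genes passed, while within the E14.5 mutant pool array 1 over array 2 passed 43 genes and array 2 over array 1 passed 1. The count was 49 with no minimum signal, 45 without E14.5 control replicate 1, and 21 with the probe sets that differ 1.5-fold between the E18.5 mutant arrays left out, an alternative chosen after seeing the data. Sult1d1, a sulfotransferase gene of the proximal tubule, had the highest ratio among the probe sets that met all criteria, at 6.09 (4.71 to 7.83), with mean signals of 288 and 47. Fxyd2 had a ratio of 4.17 (3.50 to 4.90). The mutant signals of both lie far below the 40th percentile, which limits the size and order of these ratios, and with an offset of 50 other probe sets of Sult1d1 and Fxyd2, at 7.22 and 5.71, fell to 2.52 and 2.92. Atp1b1, another subunit gene of the sodium pump, had a ratio of 2.83 (2.31 to 3.48). Sostdc1, which encodes an antagonist of bone morphogenetic protein and Wnt signals, stood at 4.16 (3.64 to 4.70), and its second probe set, which differed 1.5-fold between the E18.5 mutant arrays, at 2.59 (2.44 to 2.74). Slc12a1 had a ratio of 2.44 (2.18 to 2.70). Genes of the proximal tubule included the scaffold gene Pdzk1 at 2.51 (2.28 to 2.76), the peptidase gene Dpp4 at 2.38 (1.78 to 3.04), the acyltransferase gene Keg1 at 2.25 (2.09 to 2.45) and Hnf4a, a transcription factor gene of proximal tubule differentiation, at 2.09 (2.00 to 2.19). The glycosyltransferase gene Fut9 had 3.13 (2.58 to 3.74), and the RNA-binding protein genes Rbm47 and Nudt21 had 2.51 (2.11 to 2.98) and 3.33 (2.92 to 3.83). Of 18 named genes with several probe sets, 10 passed while their other probe sets had a median ratio under 1.2, among them Nudt21, Slc12a1, Atp1b1 and Hnf4a. Atp1b1 nevertheless passed by 3 of its 5 probe sets and Nudt21 by 2 of its 4, and 1 further probe set of Hnf4a, the one with the paper's value, had a ratio of 5.70 without meeting all the criteria. The Nudt21 probe sets that passed also read 84 and 321 and 221 and 591 on the duplicate E18.5 mutant arrays, gaps about as large as their genotype differences. In the opposite direction 1 gene passed, Pum2, which encodes a translational repressor, at 2.26 (1.81 to 2.75) for mutant over control.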

Unlike the gene list sorted by the comparison made between developmental stages (E14.5C/E18.5C), which does not significantly enrich for E14.5 kidney genes, the comparison between control and *Lim1 *conditional mutant kidney helped to identify kidney-specific genes, especially those expressed in the nephrons. 

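Proximal tubule, loop of Henle and early nephron lists stood above the central 95% of random lists in E14.5 control over mutant kidneys, by small medians, and so did the collecting duct list. The median log2 ratio of E14.5 control over mutant was 0.21 (0.16 to 0.28) for proximal tubule genes, above all 10000 random lists, with 5 of 52 genes at least 2-fold higher. It was 0.12 (0.05 to 0.20) for the loop of Henle, at the 99.8 percentile with 2 genes higher, and 0.03 (0.01 to 0.08) for the distal and connecting tubule, at the 93.2 percentile with 1 higher. Early nephron genes of the renal vesicle and S-shaped body had a median of 0.21 (0.14 to 0.29), also above all random lists, and 3 of 25 were higher. One of these was Sim1, a transcription factor gene, at 2.27 (1.72 to 2.96). Between the control stages, the early nephron list had a median of 0.11 (-0.05 to 0.20) for E18.5 over E14.5, with 3 genes higher at each stage. Genes of the collecting duct, which does not derive from the targeted mesenchyme, had a genotype median of 0.10 (0.06 to 0.14), above all 10000 random lists, with 0 genes higher. At either stage, the lacZ null allele in the mutant ureteric bud, where the paper reports Lim1 expression, cannot be told apart from the loss in the mesenchyme. Nephron progenitor genes were again higher in the mutant, at -0.33 (-0.49 to -0.24), and 15 of 18 lay on that side. Six2 stood at 0.827 (0.793 to 0.863) for control over mutant. Stromal genes were higher in the mutant as well, at -0.30 (-0.35 to -0.20), and Col1a1, which encodes a chain of collagen I, had a ratio of 0.709 (0.645 to 0.780). Of the 29 genes with the highest ratios, 22 had a name, and 5 of these were in the proximal tubule list, 3 in the early nephron list, 2 in the loop of Henle list and 1 in the distal tubule list. The nephron lists and the paper's Tables 3 and 4 share many genes.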

As shown in Table 2, the average relative kidney expression level is as high as 2.9, and there is also a nearly 15 fold increase in the average normalized kidney expression level (21.51 % compare to 1.48%). Thirteen (26%) genes on the top 50 list were also previously described to have a nephron-specific expression pattern. 

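A single probe set of each of 3 Notch-related genes, Msi2 (the paper's Msi2h, also printed as Msih2), Hes5 and Jag1, was at least 2-fold higher in E14.5 control than mutant kidneys, while their other probe sets had lower ratios. Msi2 encodes an RNA-binding protein that can raise Notch activity. Its probe set of highest ratio had signals of 345 and 463 on the control arrays and 127 and 155 on the mutant arrays, a ratio of 2.87 (2.23 to 3.65). The other 7 probe sets of Msi2 had ratios of 1.04 to 1.71. Hes5 encodes a transcriptional repressor induced by Notch. The probe set of higher ratio among its 2 had signals of 377 and 617 in control and 218 and 155 in mutant kidneys, a ratio of 2.67 (1.73 to 3.99), against 1.18 (1.10 to 1.28) for the other. Jag1 encodes a Notch ligand. The probe set of highest ratio among its 3 had signals of 194 and 316 in control and 125 and 122 in mutant kidneys, a ratio of 2.06 (1.55 to 2.59), while the others had 1.60 (1.13 to 2.27) and 1.11 (0.953 to 1.27). For all 3 genes, control array 2 read higher than control array 1. The Jag1 probe set that passed also read 258 and 392 on the duplicate E18.5 mutant arrays. At E18.5 the same probe sets had ratios of control over mutant of 0.957 (0.847 to 1.08) for Msi2, 1.54 (1.48 to 1.60) for Hes5 and 1.67 (1.37 to 2.12) for Jag1. The Notch pathway list of 27 genes, with these 3 in it, had a median log2 ratio of -0.06 (-0.18 to 0.02) at E14.5, at the 22.9 percentile of random lists. Of the pathway's brightest genes, the receptor gene Notch2 had a ratio of 1.15 (0.955 to 1.38) and Rbpj, which encodes the DNA-binding effector, 0.947 (0.803 to 1.10).

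**Figure D2:**
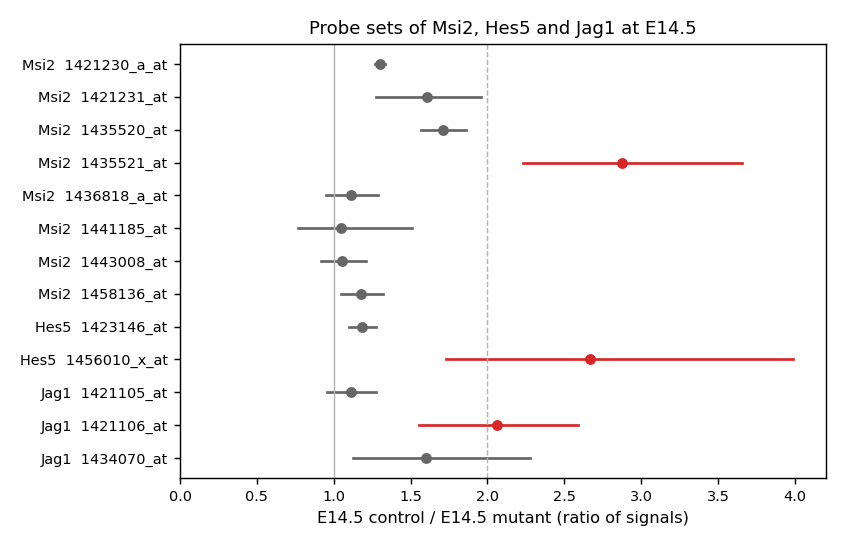
Ratio of E14.5 control over mutant mean signal for the 13 probe sets of Msi2, Hes5 and Jag1. Points are ratios of the means of the duplicate arrays, lines span the 4 array pairings, red marks the probe sets that met the size criteria, and the dashed line stands at a ratio of 2. Only 1 probe set of each gene met the criteria, and the other probe sets had ratios of 1.04 to 1.71.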

Notably 3 genes related to the Notch signaling pathway, *Msih2*, *Hes5*, and *Jag1 *were found in the list. The details of this gene list are summarized in Table 4.

**Table 4:** Top 41 genes upregulated in the E14.5 control kidney when compared to the *Lim1 *conditional mutant kidney.

Gene Name	Locus Link	Symbol	Fold Change	GNF 2.0	SOURCE (%)	Nephron -specific	Reference
Sulfotransferase family 1D, member 1	53315	Sult1d1	7.22		10.49		
Hydroxyacid oxidase 3	56185	Hao3	7.05	4.0	24.19		
FXYD domain-containing ion transport regulator 2	11936	Fxyd2	5.71	4.0	69.12	PT,HL	[58]
Hepatic nuclear factor 4	15378	Hnf4	5.70	3.5	5.37	UD,DG,RV	[74]
Kidney-specific membrane protein	57394	Tmem27	4.26	4.0	36.97	DN,DT, PT,UT	[14]
Sclerostin domain containing 1	66042	Sostdc1	4.16	3.5	12.36	DT	[79]
Lymphocyte antigen 6 complex, locus A	110454	Ly6a	4.05	2.5	7.10		
AW210596	240638	AW210596	3.38	4.0	5.03		
Aldolase 2, B isoform	230163	Aldo2	3.27	4.0	37.02	PT	[65]
RIKEN cDNA 9930038N01 gene		9930038N01Rik	3.13				
RIKEN cDNA 0610033E06 gene	112417	0610033E06Rik	3.07	3.5	37.77		
Musashi homolog 2	76626	Msi2h	2.87		1.12		
ATPase, Na+/K+ transporting, beta 1 polypeptide	11931	Atp1b1	2.83	2.5	8.64		
Hairy and enhancer of split 5	15208	Hes5	2.67	0.5	0.00	CB,SB, PT	[40]
RIKEN cDNA 1300013J15 gene	67473	1300013J15Rik	2.55	4.0	32.54		
BC013481	245945	BC013481	2.51		1.72		
PDZ domain containing 1	59020	Pdzk1	2.51	4.0	33.70	PT	[75]
RIKEN cDNA D630042F21 gene	330428	D630042F21Rik	2.50		70.39		
Glucosaminyl (N-acetyl) transferase 1, core 2	14537	Gcnt1	2.45		5.38		
Dipeptidylpeptidase 4	13482	Dpp4	2.38			PT,DT	[80]
Low density lipoprotein receptor-related protein 2	14725	Lrp2	2.37		51.68	PT,Gl	[64]
Purkinje cell protein 4	14858	Pcp4	2.35	-2.0	0.00		
Glutathione S-transferase, alpha 2	18546	Gsta2	2.35	4.0	31.73	PT	[56]
MGC37245	233799	MGC37245	2.29				
BB427389		BB427389	2.28				
Single-minded 1	20464	Sim1	2.27	2.5	0.00	RT	81
Kidney expressed gene 1	64697	Keg1	2.26	4.0	49.76		
BG064527		BG064527	2.24				
RIKEN cDNA 2610511G16 gene	67500	2610511G16Rik	2.20				
Nephrosis 2 homolog, podocin	170484	Nphs2	2.20	2.0	71.88	Pod	57
Solute carrier family 34, member 1	20505	Slc34a1	2.16	4.0	78.05		
RIKEN cDNA 2700008B19 gene	217026	2700008B19Rik	2.15		1.76		
RIKEN cDNA 6332401O19 gene	319832	6332401O19Rik	2.14		6.71		
RIKEN cDNA 9130423L19 gene	74570	9130423L19Rik	2.11	1.5			
C85657		C85657	2.11				
RIKEN cDNA 5730493B19 gene		5730493B19Rik	2.10				
Fucosyltransferase 9	14348	Fut9	2.10	4.0	3.15		
AU022045		AU022045	2.07				
Jagged 1	16449	Jag1	2.06	1.5	1.20	RV, CB, SB,PT	[82]
EH-domain containing 2	259300	Ehd2	2.02		0.00		
RIKEN cDNA 2610510D13 gene	229279	2610510D13Rik	2.01	-0.5			

Abbreviations: CB, comma-shaped body; CT, collecting tubule; DN, developing nephron; DG, developing glomerulus; DT: distal convoluted tubule; Gl: glomerulus; HL, loop of Henle; PT, proximal convoluted tubule; Pod, podocyte; RT, renal tubule; RV: renal vesicle; SB, S-shaped body; UD, ureteric duct; UT, ureteric tubule

### Ontological analysis on nephron-specific genes of different developmental stages

To gain insight into the functional aspects of the microarray data, we exploited the web-based annotation tool, DAVID, to help identify functional themes that showed differences between the control kidney and the *Lim1 *conditional mutant kidney [36]. Each of the top 1,000 genes on the lists that displayed upregulation in the control kidney compared to the *Lim1 *conditional mutant kidney at either E18.5 or E14.5 were used for this analysis. Ontological analyses were performed at Molecular Function Level 1, Biological Process Level 2, and Cell Component Level 4 [35]. The results of major functional categories are shown in Figure 1. The numbers of genes that fell in major categories were normalized by the number of genes annotated in each list and were expressed in percentages. Generally speaking nephron-specific genes identified at E18.5 were better studied. Close to 60% of these genes were annotated in Molecular Function and Biological Process ontologies and 32% in Cell Component at the levels our analyses were performed. In contrast, only about 30% and 11% of the genes on the E14.5 nephron-specific gene list were annotated at the same levels.

**Figure 1:**
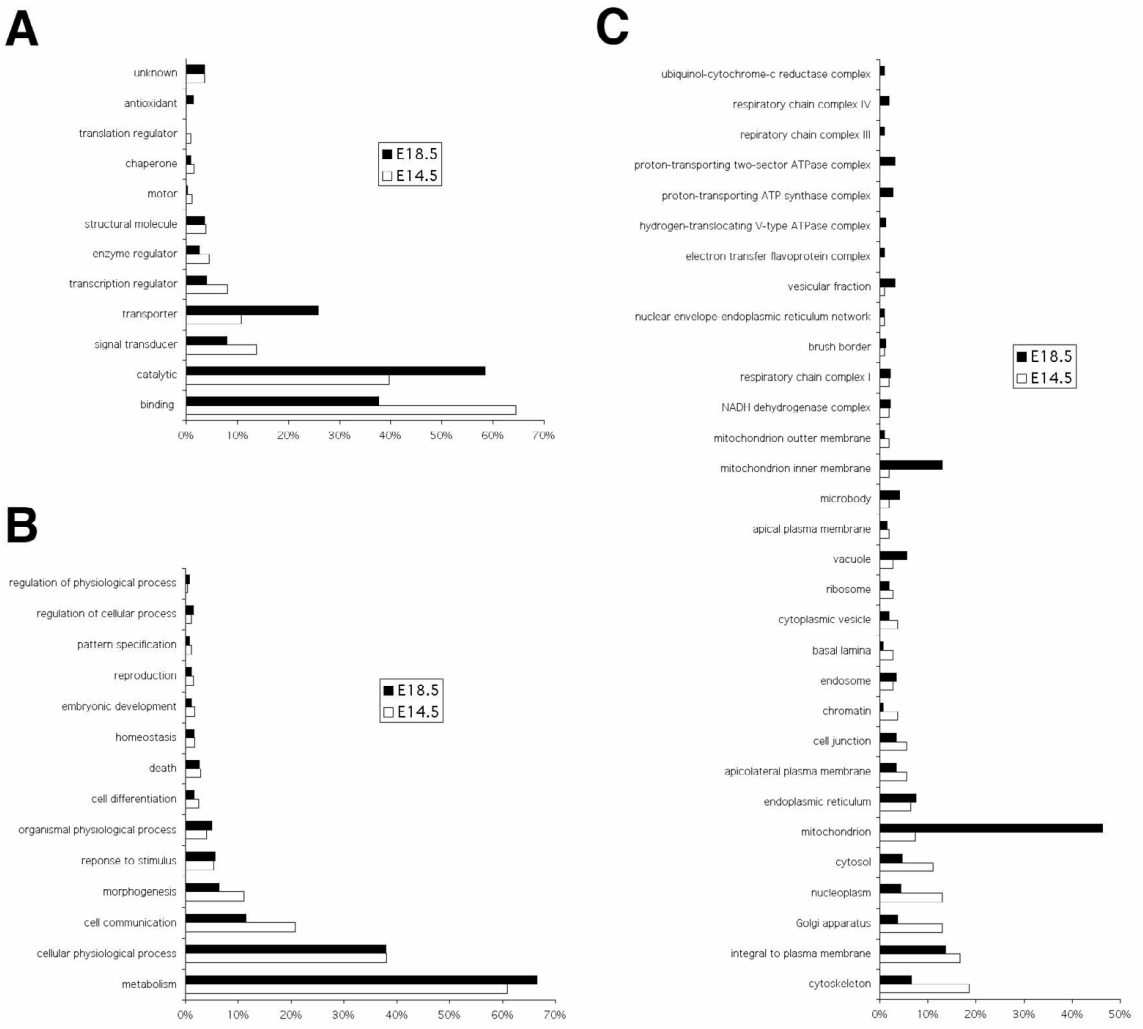
**Ontological analyses of the top 1,000 genes upregulated in E18.5 and E14.5 control kidneys**. A. Molecular Function Level 1 analysis (annotation rates: E18.5 – 63.6%, E14.5 – 33.5%). B. Biological Process Level 2 analysis (annotation rates: E18.5 – 54.0%, E14.5 – 27.9%). C. Cell Component Level 4 analysis (annotation rates of the top 1,000 genes: E18.5 – 32.2%, E14.5 – 10.8%). Only molecule categories containing at least 3 hits in either of the gene lists are shown. The numbers of genes fell in major functional categories were normalized by the numbers of gene annotated in each list and were expressed in percentages.

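Single cytochromes P450 were higher in E18.5 control than mutant kidneys without a shift of their list, and the antioxidant genes moved as a group. In all, 406 of 18195 genes were at least 2-fold higher in control. Of 73 cytochrome P450 genes 5 were at least 2-fold higher in control and 0 in mutant kidneys, and the list's median log2 ratio was -0.06 (-0.14 to 0.09). Cyp27b1, which encodes the kidney's vitamin D 1-alpha-hydroxylase, had a ratio of 17.9 (15.8 to 20.6), and Cyp51, an enzyme gene of sterol synthesis, 3.08 (2.81 to 3.40). The paper's top 1000 genes at E18.5 hold 6 of the P450 genes, where 3.62 would fall among them by chance. The paper ranked these genes by ratios of the same arrays. Counts among them, here and below, thus restate the ratios and are not independent evidence. The chance values assume draws from all 18195 genes and make no allowance for the paper's removal of probe sets without present calls. Antioxidant genes had a median of 0.45 (0.35 to 0.55) with 4 of 14 higher, above all 10000 random lists. Gpx3, which encodes the plasma glutathione peroxidase made by the proximal tubule, had a ratio of 9.99 (8.77 to 11.5) and mean signals of 8011 and 802. Sod3, the extracellular superoxide dismutase gene, had 8.09 (7.11 to 9.11), Sod2, the mitochondrial one, 2.64 (2.10 to 3.41), and the glutathione reductase gene Gsr 2.06 (1.95 to 2.17). At E14.5 the antioxidant median was -0.15 (-0.21 to -0.14). The paper's top 1000 genes at E18.5 hold 6 antioxidant genes, against 0.69 by chance. The E18.5 mutant arrays differed by a median log2 of -0.18 in the antioxidant list and 0.23 in the P450 list, array 1 minus array 2.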

Comparisons made at Molecular Function Level 1 (Figure 1A) revealed that the majority of the E18.5 nephron genes identified in our screen were described to possess catalytic activity (58.49%) whereas molecules found in the E14.5 nephron gene list were better studied for their physical interactions with other molecules (e.g. binding, 64.48%). The E18.5 gene list is also characterized by a relatively high proportion of transporter proteins (25.79%) whereas the E14.5 gene list contains a higher ratio of genes with signal transducer (13.73%), transcription regulator (8.06%), enzyme regulator (4.48%), motor (1.19%) and translation regulator (0.90%) functions.

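Transporters were prominent at E18.5 and regulators of transcription were not, although most of their genes differed little. Of 362 solute carrier genes 45 were at least 2-fold higher in E18.5 control than mutant kidneys and 1 was lower, at a median log2 ratio of 0.05 (0.02 to 0.16), above all 10000 random lists, while the duplicate E18.5 mutant arrays differed by a median of 0.10 in the list. Slc22a19, an organic anion transporter gene, had a ratio of 22.0 (21.1 to 22.9), Slc12a3, the thiazide-sensitive cotransporter gene, 5.19 (4.89 to 5.53), and Slc5a1, a sodium-glucose cotransporter gene, 2.40 (2.18 to 2.66). The gene on the other side was Slc12a2, the widely expressed sodium-potassium-chloride cotransporter, at 2.48 (2.17 to 2.86) for mutant over control. At E14.5 1 solute carrier gene was higher in control and 0 in mutant kidneys. The paper's top 1000 genes hold 69 solute carriers at E18.5 and 15 at E14.5, where 17.97 and 13.8 would fall among them by chance. Developmental transcription factors had a median of -0.09 (-0.16 to -0.03) at E18.5, at the 0.11 percentile of random lists and with a median gap of 0.10 between the duplicate mutant arrays, with 2 of 132 higher in control and 2 in mutant kidneys, and 0 past 2-fold at E14.5. Foxi1, which specifies intercalated cells, had an E18.5 ratio of 2.76 (2.60 to 2.92), and Tfcp2l1, a transcription factor gene of the collecting duct list, 2.18 (1.97 to 2.44). The embryonic Sox11 was 2.06 (1.62 to 2.54) times as high in the mutant. The paper's top 1000 genes hold 4 of these factors at E18.5 and 10 at E14.5, against 6.55 and 5.03 by chance.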

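As groups, ligands and receptors of cell signalling and the Hox genes lay within the spread of random lists at E14.5 and were slightly higher in the mutant at E18.5. Of 102 signalling genes 1 was at least 2-fold higher in E14.5 control than mutant kidneys and 0 lower, at a median log2 ratio of -0.01 (-0.03 to 0.02). The gene was Jag1. The paper's top 1000 genes at E14.5 hold 5 members of the list, against 3.89 by chance. At E18.5 the median was -0.12 (-0.23 to -0.04), below all 10000 random lists, with 0 higher in control and 1 higher in the mutant. That gene, Fgf13, which encodes an intracellular member of the fibroblast growth factor family, was 2.07 (1.92 to 2.21) times as high. The Wnt receptor gene Fzd1 had an E18.5 ratio of 0.794 (0.761 to 0.828) for control over mutant. The 36 Hox genes had medians of -0.05 (-0.15 to -0.01) at E14.5 and -0.17 (-0.19 to -0.11) at E18.5, the latter below all 10000 random lists, with 29 of the genes on the mutant side. The duplicate E18.5 mutant arrays differed by a median log2 of -0.14 in the Hox list and 0.09 in the signalling list, array 1 minus array 2, nearly as much as the genotypes. Hoxd8, which is expressed in nephron epithelium, was the only Hox gene past 2-fold, at 2.02 (1.76 to 2.37) in E18.5 control over mutant kidneys. Hoxa10, a posterior patterning gene, had 0.881 (0.823 to 0.940).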

Ontological analysis at Biological Process Level 2 (Figure 1B) indicated that the E14.5 nephron-specific gene list favors molecules involved in cell communication (20.79%) and morphogenesis (11.11%). 

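Genes of fatty acid oxidation were higher as a group in E18.5 control than mutant kidneys, and glycolytic genes followed at a smaller median. All 19 fatty acid oxidation genes lay on the control side, at a median log2 ratio of 0.71 (0.56 to 0.84), and 3 were at least 2-fold higher. Acadm, the medium-chain acyl-CoA dehydrogenase gene, had mean signals of 2574 in control and 800 in mutant kidneys, a ratio of 3.22 (2.98 to 3.50). The long-chain enzyme gene Acadl had 2.07 (1.77 to 2.45). Hadhb and Hadh, which serve the last steps of the cycle, had 1.84 (1.55 to 2.27) and 1.80 (1.67 to 1.94). Etfa and Etfb, which encode the electron transfer flavoprotein, had 1.91 (1.72 to 2.13) and 1.66 (1.47 to 1.88). At E14.5 the list's median was -0.08 (-0.15 to 0.04), within the spread of random lists. Between the control stages it was 0.77 (0.71 to 0.83) for E18.5 over E14.5, and between the mutant stages 0.03 (-0.11 to 0.12). The paper's top 1000 genes at E18.5 hold 14 of the 19, against 0.94 by chance. The 16 genes of hypoxia and glycolysis had a median of 0.45 (0.33 to 0.49) with 3 higher in control. Pfkp, a phosphofructokinase gene, had 2.95 (2.83 to 3.08), the glucose transporter gene Slc2a1 2.21 (1.93 to 2.59), and the hypoxia-induced Ndrg1 5.98 (4.96 to 7.33). The duplicate E18.5 mutant arrays differed by a median log2 of -0.17 in the first list and -0.14 in the second, array 1 minus array 2.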

Metabolism is detected as a very significant functional theme in the E18.5 gene list with an EASE score of 7.72 E-5 (data not shown) [37].

Cell Component Level 4 ontological study (Figure 1C) of E18.5 nephron-specific genes featured by a high proportion of genes identified at subcellular sites related to energy metabolism, including mitochondria (46.27%), mitochodrial inner membrane (13.04%), electron transfer flavoprotein complex (0.93%), hydrogen-translocating V-type ATPase complex (1.24%), proton-transporting ATP synthase complex (2.80%), proton-transporting two-sector ATPase complex (3.11%), respiratory chain complex III (0.93%), respiratory chain complex IV (1.86%), and ubiquinol-cytochrome-c reductase complex (0.93%). 

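The respiratory chain and the V-type ATPase were each shifted as a whole towards the control kidney at E18.5 and little at E14.5. Of 84 oxidative phosphorylation genes, 80 lay on the control side at E18.5 and 4 on the mutant side, at a median log2 ratio of 0.66 (0.58 to 0.76), above all 10000 random lists. Only 12 of them were at least 2-fold higher. These included Atp5g1, which encodes the c subunit of the ATP synthase, at 2.40 (2.05 to 2.85), Cox7a1 of complex IV at 2.38 (2.10 to 2.67), the cytochrome c gene Cycs at 2.27 (2.03 to 2.56) and Sdhd of complex II at 2.02 (1.69 to 2.48). Cox4i1, among the brightest of the list, had 1.29 (1.23 to 1.36). The E14.5 median was -0.07 (-0.14 to -0.02). In the mutant pools the list did not gain between the stages, with a median of -0.15 (-0.30 to -0.10) for E18.5 over E14.5, while the control pools had 0.55 (0.51 to 0.61). The E18.5 mutant arrays differed by a median log2 of -0.17 in the list, array 1 minus array 2, which is less than its genotype difference. The 22 V-type ATPase genes had a median of 0.57 (0.54 to 0.64) at E18.5, with 5 higher in control. Atp6v1a, the catalytic subunit gene, had 3.09 (2.56 to 3.87), Atp6v0b, a subunit gene of the membrane sector, 2.10 (1.81 to 2.48), and Atp6v1e1, a stalk subunit gene, 2.23 (1.92 to 2.63). At E14.5 the V-type ATPase median was 0.03 (-0.06 to 0.06), and it changed sign to -0.016 without E14.5 mutant replicate 2. In the paper's top 1000 genes at E18.5 stand 56 genes of oxidative phosphorylation and 12 of the V-type ATPase, where 4.17 and 1.09 would fall by chance. In those at E14.5 stand 1 and 1, against 3.2 and 0.84. Because the paper ranked the same signals, these counts restate the shifts of the lists and are no separate evidence for them.

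**Figure D3:**
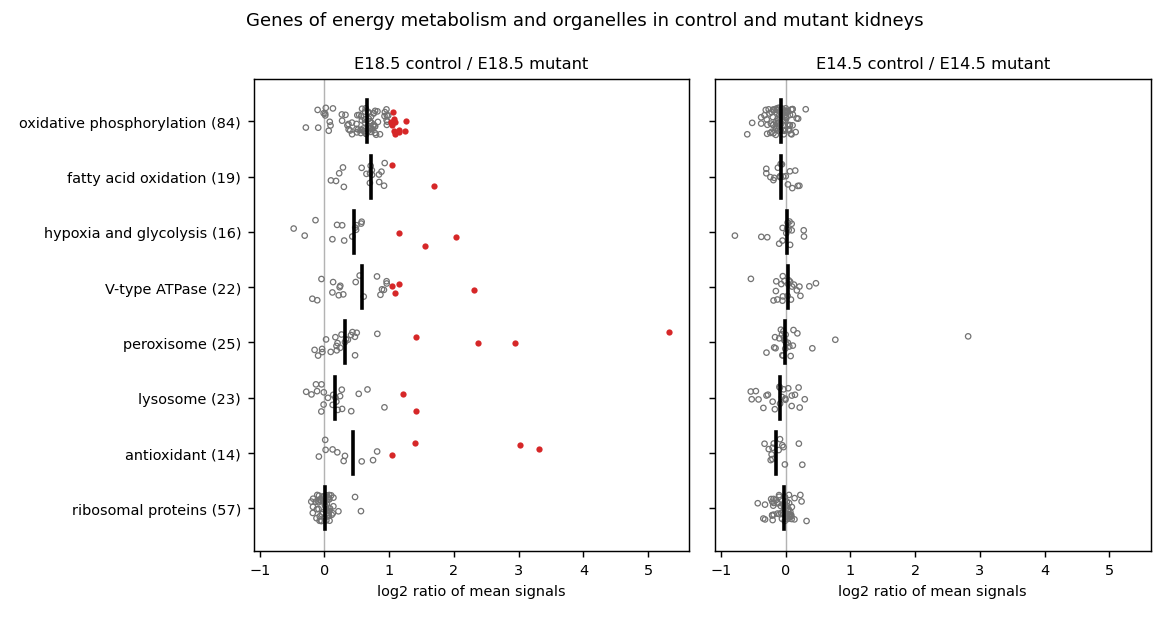
Log2 ratio of control over Lim1 mutant signal for the genes of 8 metabolic lists at E18.5 and E14.5, 1 point per gene by its brightest probe set. Red points met the size criteria, open grey points did not, and black bars mark the list medians. The oxidative phosphorylation median was 0.66 at E18.5 and -0.07 at E14.5.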

There were also more proteins found at the vacuole (5.59%), microbody (4.04%) and vesicular fraction (3.11%). However, a higher proportion of proteins in the cytoskeleton (18.52%), Golgi apparatus (12.96%), nucleoplasm (12.96%), cytosol (11.11%), chromatin (3.70%) and basal lamina (2.78%) was found in the E14.5 gene list.

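Genes of peroxisomes and lysosomes were moderately higher in E18.5 control than mutant kidneys. Of 25 peroxisome genes 5 were at least 2-fold higher and 0 lower, at a median log2 ratio of 0.32 (0.23 to 0.31), above all 10000 random lists. Acaa1b, a thiolase gene of peroxisomal beta-oxidation, had a ratio of 7.71 (7.17 to 8.28), Dao, which encodes D-amino acid oxidase, 5.20 (4.71 to 5.74), and the bifunctional enzyme gene Ehhadh 2.66 (2.61 to 2.72). The catalase gene Cat had 1.25 (1.14 to 1.35). Of 23 lysosome genes 3 were higher, at a median of 0.17 (0.09 to 0.33), with Lamp2, which encodes a membrane protein of the lysosome, at 2.63 (2.27 to 3.11), the sialidase gene Neu1 at 2.68 (2.40 to 3.00) and the galactosidase gene Glb1 at 2.32 (2.02 to 2.73). The brightest probe set of Lamp2 had 1.14 (1.03 to 1.26). Lysosome genes had also been higher at E18.5 than at E14.5, by a median of 0.56 (0.43 to 0.76) in control and 0.28 (0.23 to 0.48) in mutant kidneys. At E14.5 the lysosome median of control over mutant was -0.09 (-0.17 to -0.01). The duplicate E18.5 mutant arrays differed by a median log2 of -0.22 in the lysosome list, a gap as wide as the genotype median. The paper's top 1000 genes at E18.5 hold 5 genes of each list, against 1.24 for peroxisomes and 1.14 for lysosomes by chance. Those at E14.5 hold 2 of each, against 0.95 and 0.88.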

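Lists of the cytoskeleton, the Golgi apparatus, chromatin and the basal lamina were not shifted towards the E14.5 control kidney as groups. In E14.5 control over mutant kidneys 0 of 136 cytoskeleton genes were at least 2-fold higher, 2 of 76 genes of a Golgi list of glycosyltransferases, mannosidases and golgins, 0 of 68 chromatin genes and 0 of 23 basal lamina genes. Both Golgi genes, Fut9 and Gcnt1, add sugars to glycoproteins and reached ratios of 13.4 and 6.82 at E18.5. Gcnt1 had 2.45 (1.73 to 3.39) at E14.5. The chromatin median log2 ratio at E14.5 was -0.08 (-0.11 to -0.01), at the 2.32 percentile of random lists. The paper's top 1000 genes at E14.5 hold 5 cytoskeleton, 8 Golgi, 6 chromatin and 3 basal lamina genes, where 5.19, 2.90, 2.59 and 0.88 would fall by chance. Those at E18.5 hold 6, 7, 0 and 4, against 6.75, 3.77, 3.37 and 1.14. The top 1000 had 694 named genes at E14.5 and 903 at E18.5, so raw counts cannot be compared between stages. Chromatin genes stood above the chance value at E14.5 and below it at E18.5. Golgi and basal lamina genes stood above it at both stages, and cytoskeleton genes below it. The paper compares shares of annotated genes among its top genes, which medians of whole lists do not test. At E18.5 the cytoskeleton median was -0.08 (-0.14 to 0.00), at the 0.57 percentile, with 3 genes higher in control, including Tuba4a, an alpha-tubulin gene, at 4.21 (3.98 to 4.46) and the kinesin motor gene Kif21a at 3.97 (3.65 to 4.30). Without E18.5 mutant replicate 1, that median changed sign, to 0.004. Golgi genes had an E18.5 median of -0.07 (-0.07 to 0.02) with 6 higher in control, among them Galnt11, which starts O-glycans, at 6.44 (5.93 to 7.04). Chromatin genes had -0.09 (-0.18 to -0.03) at E18.5, at the 0.67 percentile. The duplicate E18.5 mutant arrays differed by a median log2 of -0.17 in the chromatin list and 0.11 in the cytoskeleton list, more than the genotypes did. Agrn, which encodes the heparan sulfate proteoglycan agrin of the glomerular basement membrane, had 2.77 (2.70 to 2.83) for E18.5 over E14.5 control.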

## Discussion

The mouse is one of the most widely used animal models to study human biology especially after the development of embryonic stem (ES) cells and the assembly and annotation of the mouse genome sequence [2-4,38]. ES cells and gene targeting technology allow the construction of transgenic mice with defined genetic modifications. The availability of whole genome sequences forms the basis of the development of high-throughput technologies, such as microarrays, to conduct research at a genomic level. Since it is relatively difficult to collect significant numbers of genetically well-defined human samples, it is important to perform research on an evolutionarily close species prior to their human applications. In this study, we took advantage of the nephron-deficient kidneys from metanephric mesenchyme-specific *Lim1 *conditional mutant mice to perform a genome-wide screen for developing nephron genes. Whereas similar studies have been performed on kidneys from meprin β, vitamin D receptor, aquaporin-1, or metallothionein knockout mice, our study is the first to use a tissue-specific approach in the kidney [15-18].

Computational analysis and PubMed search suggested that the expression profile comparison between control and *Lim1 *conditional mutant kidneys generated gene lists enriched for nephron-specific genes. In global gene expression level studies, ribosomal genes and other housekeeping genes that are highly expressed but do not show any tissue- or developmental stage-specificity are always identified. 

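Sorting by signal alone brought up genes of translation, which differed little between stages or genotypes. Of the 50 brightest genes of the E18.5 control pool 16 had a name, and 12 of these encode ribosomal proteins. The signals of all 50 ran from 9675 to 15456, the median of their ratios of E18.5 over E14.5 was 1.07, and 0 met the criteria for a 2-fold difference. The brightest were Tpt1, a growth-related gene regulated at translation, at 15456 and Eef1a1, which encodes a translation elongation factor, at 15440. Rps29 and Rpl41, which encode proteins of the small and the large ribosomal subunit, had signals of 12904 and 11474. In the E14.5 control pool 15 of the 50 brightest genes had a name, 10 of them ribosomal, and 1 was at least 2-fold higher than at E18.5. This was Actb, the gene of cytoplasmic beta-actin, with a signal of 15924 and a ratio of 2.01 by 1 probe set, while another of its probe sets went the other way, with a log2 stage effect of 1.79 (standard error 0.12, adjusted p = 0.015 from limma), higher at E18.5. Tpt1, Eef1a1 and Actb were named after their values were seen. The 57 ribosomal protein genes had a median log2 ratio of 0.01 (0.01 to 0.04) for control over mutant at E18.5 and -0.02 (-0.14 to 0.04) at E14.5. Between the control stages the median was 0.02 (0.00 to 0.08), and the 0.01 and 0.02 of these near-zero medians change sign under other scalings. A single probe set of Rpl27a was 4.31 (3.44 to 5.37) times as high at E14.5, apart from the rest of the family.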

In this study, we used two different protocols to enrich for developmental stage-specific kidney genes and nephron-specific genes of different developmental stages. Two independent online gene expression databases, namely GNF Expression Atlas 2.0 and Unigene were used to evaluate the tissue-specific enrichment computationally. Our results indicated dramatic enrichments for kidney-specific genes by both protocols in the E18.5 experiments. However, the comparison made between E14.5 and E18.5 control kidneys did not generate a kidney-specific gene list. In our opinion, there are at least two possible reasons. Firstly, data from the two online databases we used were based on experiments performed using either adult or neonate kidney tissues. Neither of them are likely to reflect gene expression profiles during early nephron development. Secondly, since many important molecular pathways and fundamental developmental processes are repeatedly observed in different organ systems, genes predominantly expressed during early nephron development are also likely to be found in other undifferentiated tissues. A closer look of the gene list results in a conclusion consistent with this latter assumption. Many of the genes identified by this comparison are commonly found in undifferentiated tissues (data not shown). In contrast, the comparison between E14.5 control and *Lim1 *conditional mutant kidneys identified molecules that are also found in mature nephrons, which predominantly contributed to the kidney-specificity in our evaluation, and molecules involved in early nephron development. For example, *podocin *(*Nphs2*) is only expressed in terminally differentiated podocytes [39]. 

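Of the 22 named genes at least 2-fold higher in E14.5 control than mutant kidneys, 14 were also at least 2-fold higher at E18.5, where 0.49 would be shared if the lists of 22 and 406 genes were independent draws from 18195 genes. Both comparisons use separate arrays and separate pools. Sult1d1, the highest at E14.5, had an E18.5 ratio of 15.8 (13.2 to 19.0). Sostdc1 had 7.97 (7.21 to 8.85) and Atp1b1 7.37 (6.28 to 8.74) at E18.5, and the differentiation factor gene Hnf4a had 5.08 (4.73 to 5.46). The peptidase gene Dpp4 had 2.90 (2.39 to 3.60), Keg1 11.7 (11.3 to 12.1), and Tmem52b, a membrane protein gene of the distal tubule list, 8.06 (7.20 to 9.05). Slc12a1, at 22.5 (21.0 to 24.0), marks the loop of Henle. The molecules of early development were fewer. Sim1, in the early nephron list, had 2.49 (2.29 to 2.71) at E18.5 with a similar signal in control kidneys as at E14.5, 297 against 270.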

Elevated podocin level observed in E14.5 control kidney suggests that the first podocyte is found before or around E14.5. 

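Podocyte genes as a group were slightly higher in E14.5 control than mutant kidneys, and 0 of the 23 genes of the list reached 2-fold. Their median log2 ratio was 0.06 (0.06 to 0.12), at the 99.6 percentile of random lists. Podxl, which encodes the sialylated coat protein of podocyte foot processes, had a ratio of 1.19 (1.10 to 1.28) and a mean signal of 960 in E14.5 control kidneys. Ptpro, a receptor phosphatase gene of the foot processes, had 1.14 (1.12 to 1.17), and Thsd7a, a slit diaphragm gene, 1.12 (0.849 to 1.43). These ratios grew to 1.92 (1.82 to 2.02), 2.11 (1.93 to 2.31) and 3.64 (3.28 to 4.08) at E18.5. Cdkn1c, a cell cycle inhibitor gene of differentiating podocytes, had 1.01 (0.913 to 1.12) at E14.5, and Tcf21, which is also expressed in stroma, 0.903 (0.860 to 0.947).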

Notably, regulatory genes important in early nephron development, such as *Msi2h*, *Hes5*, and *Jag1*, which are involved in Notch signaling [40-45], do not show kidney-specificity based on GNF Atlas 2.0 and UniGene data. However, our screening protocol placed them on top of our list. Therefore, the use of *Lim1 *conditional mutant tissue as an RNA source in our microarray experiment helped to identify nephron developmental genes.

The results of our ontological comparison made between the E18.5 and E14.5 nephron-specific gene lists are consistent with current concepts of kidney organogenesis and a previous study [46,47]. Gene ontology (GO) annotations provide structured, precisely defined, common, controlled vocabulary for describing the roles of genes and their products in any organism. It is the current representation of biological knowledge as well as serving as a guide for organizing new data [35]. However, one should keep in mind that the gene ontology is a dynamic, web-based resource, the annotations are not complete and their accuracy is limited by current knowledge of the molecules. Although kidney organogenesis is a continuous process, the first nephron is not seen until around E16.5 [1,23]. Nephrons forming in a E14.5 kidney are mainly composed of reciprocally induced tissues, stem cell growth and differentiation, cell polarization, mesenchyme to epithelia transformation, branching morphogenesis, angiogenesis, apoptosis, proximal-distal segmentation and the differentiation of several interesting cell types. In our oncological analysis, E14.5 forming nephron-specific genes are composed of those better studied for their protein-protein interaction (binding) and possess signal transducer, transcription regulator and enzyme regulator activities. A higher portion of them are involved in cell communication and morphogenesis process. Interestingly, they are associated with cytoskeleton and nuclear compartments (nucleoplasm and chromatin). In contrast, there are many mature nephrons present in an E18.5 kidney. Therefore, we were expecting to observe genes related to kidney function, e.g. those involved in solute transport and energy metabolism. Our results indicate a relatively high number of E18.5 nephron-specific genes possess catalytic activity (presumably related to energy metabolism and the extensive extracellular matrix change in late kidney development) and exert their function as transporters. Consistently, an extremely high proportion of them encoded proteins located in the mitochondria.

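Genes higher in E18.5 control than mutant kidneys were also slightly higher in the E14.5 control, with a median ratio below 2. Of the 319 genes at least 2-fold higher in E18.5 control than mutant kidneys by their brightest probe set, 108 had a ratio of 1.2 or more at E14.5, and the median was 1.10. Across 13441 genes, which are not independent replicates, the log2 ratios of the genotypes at E18.5 and at E14.5 correlated with r = 0.273. Papss2, which encodes a synthase of the sulfate donor in early nephrons, had an E14.5 ratio of 1.64 (1.59 to 1.69) and an E18.5 ratio of 3.83 (3.76 to 3.91). Mecom, a zinc finger transcription factor gene of the distal nephron, had 1.37 (1.26 to 1.47) and 1.50 (1.41 to 1.59). Slc34a1, too weak at E14.5 to meet the minimum signal, had 2.16 (1.99 to 2.35), and Gsta2, equally weak, 2.35 (1.72 to 3.07). The early nephron list had an E18.5 median log2 ratio of 0.19 (0.08 to 0.25) with 3 of 25 genes at least 2-fold higher in control. The paper's top 1000 genes at E14.5, ranked from the same signals, hold 15 early nephron genes and 16 proximal tubule genes, where 0.95 and 1.98 would fall by chance. Many of these stand in the paper's Table 4 too.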

Ontological analysis and a detailed examination of the top 1,000 E14.5 nephron-specific gene list suggest that genes with modest upregulation in the control kidney (fold changes less than 2 in our experiment) are also interesting. For example, *Brn1 *(1.34) and *EphA4 *(1.67) were previously shown to be downstream of *Lim1 *[20,25]. 

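Lhx1, the mouse symbol of the targeted gene Lim1, had 2 probe sets of opposite direction. The first had E14.5 signals of 388 and 365 in control and 323 and 290 in mutant kidneys, a ratio of 1.23 (1.13 to 1.34). The other had 449 and 517 in control and 563 and 554 in mutant kidneys, a ratio of 0.865 (0.798 to 0.934). At E18.5 the ratios of the first and the other were 0.864 (0.745 to 1.01) and 1.15 (1.06 to 1.25). Where these probes lie relative to the deleted part of the gene is not given, so it cannot be said whether they report the deletion. Pou3f3, the current symbol of Brn1, encodes a POU transcription factor of the nephron. Its brighter probe set had signals of 647 and 748 in control and 536 and 502 in mutant kidneys, a ratio of 1.34 (1.21 to 1.49), and 1.69 (1.60 to 1.78) at E18.5. Its other probe set had 1.07 (1.01 to 1.13) at E14.5. Epha4 encodes an ephrin receptor. Its probe set of highest ratio had signals of 156 and 209 in control and 115 and 104 in mutant kidneys, a ratio of 1.67 (1.35 to 2.02), while its other probe sets had ratios of 1.06 to 1.16. At E18.5 the ratio of that probe set was 0.433 (0.269 to 0.692), higher in the mutant, where it read 169 and 107 on the duplicate arrays.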

*Fzd4 *(1.71) has been considered a candidate receptor to transduce Wnt4 signals during kidney organogenesis [1,48]. 

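Fzd4, which encodes a Frizzled receptor for Wnt ligands, was higher in E14.5 control than mutant kidneys by 2 of its 3 probe sets, with a smaller ratio for the other. The probe set of highest ratio had signals of 130 and 116 in control and 69 and 75 in mutant kidneys, a ratio of 1.71 (1.55 to 1.89), all below the 40th percentile of their arrays. The next probe set had 1.57 (1.44 to 1.71), and it read 379 and 227 on the duplicate E18.5 mutant arrays. The remaining probe set had 1.16 (1.11 to 1.21). Wnt4, the ligand that drives mesenchyme into epithelium, was instead higher in the mutant by 1 probe set, at a ratio of control over mutant of 0.622 (0.598 to 0.647) at E14.5 and 0.594 (0.504 to 0.720) at E18.5. Its other probe set stood at 0.971 (0.865 to 1.09) at E14.5.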

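The Iroquois homeobox genes Irx2 and Irx3, which pattern the intermediate nephron, were each higher in E14.5 control than mutant kidneys on every array, and more so at E18.5. Irx2 had signals of 191 and 194 in control and 133 and 121 in mutant kidneys, a ratio of 1.52 (1.44 to 1.60), and 3.07 (2.74 to 3.45) at E18.5. Irx3 had 484 and 518 in control and 383 and 399 in mutant kidneys, a ratio of 1.28 (1.21 to 1.35), and 1.74 (1.51 to 2.01) at E18.5. In both genes the lowest array pairing stayed above a ratio of 1.2.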

*Irx2 *(1.52) and *Irx3 *(1.28) are homeobox genes previously reported to be expressed in the developing nephrons [49]. *Crb3 *(1.40) is known to localize to kidney epithelia and is essential for ciliogenesis [50,51]. 

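Crb3, which encodes an apical polarity protein, was higher in E14.5 control than mutant kidneys by 1 of its probe sets. This probe set had signals of 240 and 274 in control and 193 and 174 in mutant kidneys, a ratio of 1.40 (1.24 to 1.58), and 1.80 (1.66 to 1.96) at E18.5. The other probe sets of Crb3, both brighter, had E14.5 ratios of 1.03 and 1.06.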

The top 1,000 genes upregulated in the E14.5 control kidney is supplied in Additional file 5.

Tissue heterogeniety always complicates the interpretation of microarray data although analyses of different organs or even on organisms of different developmental stages have been reported [30,52]. In our experiment, we used the whole kidney as a tissue source for RNA preparation. The complexity of kidney structure and development limits interpretations of our results. Improvements in tissue collection methods such as laser capture microdissection and fluoresence-activated cell sorting (FACS) on genetic marked/fluorescent protein-labelled transgenic tissue have been developed [14,53] and could provide more specificity. Nevertheless, our study demonstrates that genetically engineered mouse organs can be used to identify tissue-specific and developmentally regulated genes during mammalian organogenesis.

## Conclusion

Our experimental results indicate that the expression profile comparisons between the control and the *Lim1 *conditional mutant kidneys generated nephron-specific gene lists. Our results demonstrate the feasibility of exploiting genetically engineered kidneys to identify developing nephron-specific genes.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

YTC designed the study, carried out sample collection, performed computational analysis, and prepared the manuscript. AK conceived the study, participated in sample collection, and participated in discussions. KMK helped in sample collection and contributed to the discussion. RLJ provided microarray chips and contributed to the discussion. RRB participated in study design, supervised data collection, and prepared the manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 Expression data for all the microarrays used in this study. Click here for file

Additional file 2 **E18.5 kidney gene list**. Sorted by E18.5C/E14.5C; 1,006 genes showed a more than 2 fold change. 

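Additional file 2 gives for each probe set the ratio of E18.5 over E14.5 control signal. Recomputed from the deposited signals, these ratios were 0.998 to 1.002 times those of the file. Of its 1006 entries, 927 met all the criteria applied here and 79 did not, and 1006 met them with no minimum signal. Among its highest ratios stands Gpx3, a glutathione peroxidase gene, whose mean signal was 515 at E14.5 and 15.5 times that at E18.5. The smooth muscle myosin gene Myh11 had a lower ratio, 4.23 (3.79 to 4.71).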

Click here for file

Additional file 3 **E14.5 kidney gene list**. Sorted by E14.5C/E18.5C; 796 genes showed a more than 2 fold change. 

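Additional file 3 ranks probe sets by the ratio of E14.5 over E18.5 control signal. Of its 796 entries, 653 met all the criteria applied here and 143 did not, and with no minimum signal 794 met them. Its genes include Nucks1, a chromatin-associated phosphoprotein gene, at 8.37 (7.09 to 9.80), and Sfpq, a splicing factor gene, at 9.35 (7.31 to 12.8) by 1 probe set. The probe set of Nucks1 also read 503 and 285 and that of Sfpq 1487 and 384 on the duplicate E18.5 mutant arrays, values looked up after the pattern between those arrays was seen, while another of Sfpq read 2825 and 2868.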

Click here for file

Additional file 4 **E18.5 nephron gene list**. 

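Additional file 4 ranks probe sets by the ratio of E18.5 control over mutant signal, and 430 of the first 465 entries met all the criteria applied here. With no minimum signal 460 met them. The ratios recomputed from the deposited signals were 0.997 to 1.003 times those of the file. The genes in it but short of 2-fold include Ndufa6, a subunit gene of respiratory complex I, at 1.98 (1.61 to 2.50), and Uqcrb of complex III, at 1.52 (1.41 to 1.64).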

Sorted by E18.5C/E18.5M; 465 genes showed a more than 2fold change; top 1,000 genes. Click here for file

Additional file 5 **E14.5 nephron gene list**. 

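Additional file 5 ranks probe sets by the ratio of E14.5 control over mutant signal, and its ratios were matched by the deposited signals to within 0.996 to 1.004 times. Of the first 41 entries, 23 met all the criteria applied here and 18 did not, and with no minimum signal 41 met them. The minimum left out the first entries of the file, a second probe set of Sult1d1 at a ratio of 7.22 and Hao2 at 7.05. Fxyd2 shows the effect of that minimum, with its probe set of highest ratio, at 5.71 (4.47 to 7.61) left out because its signal of 186 on E14.5 control array 2 was just under that array's 40th percentile of 187.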

Sorted by E14.5C/E14.5M; 41 genes showed a more than 2 fold change; top 1,000 genes. Click here for file

## References

[B1] Vainio S, Lin Y (2002). Coordinating early kidney development: lessons from gene targeting. Nat Rev Genet.

[B2] Waterston RH, Lindblad-Toh K, Birney E, Rogers J, Abril JF, Agarwal P, Agarwala R, Ainscough R, Alexandersson M, An P, Antonarakis SE, Attwood J, Baertsch R, Bailey J, Barlow K, Beck S, Berry E, Birren B, Bloom T, Bork P, Botcherby M, Bray N, Brent MR, Brown DG, Brown SD, Bult C, Burton J, Butler J, Campbell RD, Carninci P, Cawley S, Chiaromonte F, Chinwalla AT, Church DM, Clamp M, Clee C, Collins FS, Cook LL, Copley RR, Coulson A, Couronne O, Cuff J, Curwen V, Cutts T, Daly M, David R, Davies J, Delehaunty KD, Deri J, Dermitzakis ET, Dewey C, Dickens NJ, Diekhans M, Dodge S, Dubchak I, Dunn DM, Eddy SR, Elnitski L, Emes RD, Eswara P, Eyras E, Felsenfeld A, Fewell GA, Flicek P, Foley K, Frankel WN, Fulton LA, Fulton RS, Furey TS, Gage D, Gibbs RA, Glusman G, Gnerre S, Goldman N, Goodstadt L, Grafham D, Graves TA, Green ED, Gregory S, Guigo R, Guyer M, Hardison RC, Haussler D, Hayashizaki Y, Hillier LW, Hinrichs A, Hlavina W, Holzer T, Hsu F, Hua A, Hubbard T, Hunt A, Jackson I, Jaffe DB, Johnson LS, Jones M, Jones TA, Joy A, Kamal M, Karlsson EK, Karolchik D, Kasprzyk A, Kawai J, Keibler E, Kells C, Kent WJ, Kirby A, Kolbe DL, Korf I, Kucherlapati RS, Kulbokas EJ, Kulp D, Landers T, Leger JP, Leonard S, Letunic I, Levine R, Li J, Li M, Lloyd C, Lucas S, Ma B, Maglott DR, Mardis ER, Matthews L, Mauceli E, Mayer JH, McCarthy M, McCombie WR, McLaren S, McLay K, McPherson JD, Meldrim J, Meredith B, Mesirov JP, Miller W, Miner TL, Mongin E, Montgomery KT, Morgan M, Mott R, Mullikin JC, Muzny DM, Nash WE, Nelson JO, Nhan MN, Nicol R, Ning Z, Nusbaum C, O'Connor MJ, Okazaki Y, Oliver K, Overton-Larty E, Pachter L, Parra G, Pepin KH, Peterson J, Pevzner P, Plumb R, Pohl CS, Poliakov A, Ponce TC, Ponting CP, Potter S, Quail M, Reymond A, Roe BA, Roskin KM, Rubin EM, Rust AG, Santos R, Sapojnikov V, Schultz B, Schultz J, Schwartz MS, Schwartz S, Scott C, Seaman S, Searle S, Sharpe T, Sheridan A, Shownkeen R, Sims S, Singer JB, Slater G, Smit A, Smith DR, Spencer B, Stabenau A, Stange-Thomann N, Sugnet C, Suyama M, Tesler G, Thompson J, Torrents D, Trevaskis E, Tromp J, Ucla C, Ureta-Vidal A, Vinson JP, Von Niederhausern AC, Wade CM, Wall M, Weber RJ, Weiss RB, Wendl MC, West AP, Wetterstrand K, Wheeler R, Whelan S, Wierzbowski J, Willey D, Williams S, Wilson RK, Winter E, Worley KC, Wyman D, Yang S, Yang SP, Zdobnov EM, Zody MC, Lander ES (2002). Initial sequencing and comparative analysis of the mouse genome. Nature.

[B3] Okazaki Y, Furuno M, Kasukawa T, Adachi J, Bono H, Kondo S, Nikaido I, Osato N, Saito R, Suzuki H, Yamanaka I, Kiyosawa H, Yagi K, Tomaru Y, Hasegawa Y, Nogami A, Schonbach C, Gojobori T, Baldarelli R, Hill DP, Bult C, Hume DA, Quackenbush J, Schriml LM, Kanapin A, Matsuda H, Batalov S, Beisel KW, Blake JA, Bradt D, Brusic V, Chothia C, Corbani LE, Cousins S, Dalla E, Dragani TA, Fletcher CF, Forrest A, Frazer KS, Gaasterland T, Gariboldi M, Gissi C, Godzik A, Gough J, Grimmond S, Gustincich S, Hirokawa N, Jackson IJ, Jarvis ED, Kanai A, Kawaji H, Kawasawa Y, Kedzierski RM, King BL, Konagaya A, Kurochkin IV, Lee Y, Lenhard B, Lyons PA, Maglott DR, Maltais L, Marchionni L, McKenzie L, Miki H, Nagashima T, Numata K, Okido T, Pavan WJ, Pertea G, Pesole G, Petrovsky N, Pillai R, Pontius JU, Qi D, Ramachandran S, Ravasi T, Reed JC, Reed DJ, Reid J, Ring BZ, Ringwald M, Sandelin A, Schneider C, Semple CA, Setou M, Shimada K, Sultana R, Takenaka Y, Taylor MS, Teasdale RD, Tomita M, Verardo R, Wagner L, Wahlestedt C, Wang Y, Watanabe Y, Wells C, Wilming LG, Wynshaw-Boris A, Yanagisawa M, Yang I, Yang L, Yuan Z, Zavolan M, Zhu Y, Zimmer A, Carninci P, Hayatsu N, Hirozane-Kishikawa T, Konno H, Nakamura M, Sakazume N, Sato K, Shiraki T, Waki K, Kawai J, Aizawa K, Arakawa T, Fukuda S, Hara A, Hashizume W, Imotani K, Ishii Y, Itoh M, Kagawa I, Miyazaki A, Sakai K, Sasaki D, Shibata K, Shinagawa A, Yasunishi A, Yoshino M, Waterston R, Lander ES, Rogers J, Birney E, Hayashizaki Y (2002). Analysis of the mouse transcriptome based on functional annotation of 60,770 full-length cDNAs. Nature.

[B4] Kawai J, Shinagawa A, Shibata K, Yoshino M, Itoh M, Ishii Y, Arakawa T, Hara A, Fukunishi Y, Konno H, Adachi J, Fukuda S, Aizawa K, Izawa M, Nishi K, Kiyosawa H, Kondo S, Yamanaka I, Saito T, Okazaki Y, Gojobori T, Bono H, Kasukawa T, Saito R, Kadota K, Matsuda H, Ashburner M, Batalov S, Casavant T, Fleischmann W, Gaasterland T, Gissi C, King B, Kochiwa H, Kuehl P, Lewis S, Matsuo Y, Nikaido I, Pesole G, Quackenbush J, Schriml LM, Staubli F, Suzuki R, Tomita M, Wagner L, Washio T, Sakai K, Okido T, Furuno M, Aono H, Baldarelli R, Barsh G, Blake J, Boffelli D, Bojunga N, Carninci P, de Bonaldo MF, Brownstein MJ, Bult C, Fletcher C, Fujita M, Gariboldi M, Gustincich S, Hill D, Hofmann M, Hume DA, Kamiya M, Lee NH, Lyons P, Marchionni L, Mashima J, Mazzarelli J, Mombaerts P, Nordone P, Ring B, Ringwald M, Rodriguez I, Sakamoto N, Sasaki H, Sato K, Schonbach C, Seya T, Shibata Y, Storch KF, Suzuki H, Toyo-oka K, Wang KH, Weitz C, Whittaker C, Wilming L, Wynshaw-Boris A, Yoshida K, Hasegawa Y, Kawaji H, Kohtsuki S, Hayashizaki Y (2001). Functional annotation of a full-length mouse cDNA collection. Nature.

[B5] Schwab K, Patterson LT, Aronow BJ, Luckas R, Liang HC, Potter SS (2003). A catalogue of gene expression in the developing kidney. Kidney Int.

[B6] Yoshida T, Muller E, Stears R, Shirota S, Tsuchiya K, Akiba T, Gullans SR (2004). Osmoadaptation-related genes in inner medulla of mouse kidney using microarray. Biochem Biophys Res Commun.

[B7] Stuart RO, Bush KT, Nigam SK (2003). Changes in gene expression patterns in the ureteric bud and metanephric mesenchyme in models of kidney development. Kidney Int.

[B8] Valerius MT, Patterson LT, Witte DP, Potter SS (2002). Microarray analysis of novel cell lines representing two stages of metanephric mesenchyme differentiation. Mech Dev.

[B9] Supavekin S, Zhang W, Kucherlapati R, Kaskel FJ, Moore LC, Devarajan P (2003). Differential gene expression following early renal ischemia/reperfusion. Kidney Int.

[B10] Gumz ML, Popp MP, Wingo CS, Cain BD (2003). Early transcriptional effects of aldosterone in a mouse inner medullary collecting duct cell line. Am J Physiol Renal Physiol.

[B11] Kieran NE, Doran PP, Connolly SB, Greenan MC, Higgins DF, Leonard M, Godson C, Taylor CT, Henger A, Kretzler M, Burne MJ, Rabb H, Brady HR (2003). Modification of the transcriptomic response to renal ischemia/reperfusion injury by lipoxin analog. Kidney Int.

[B12] Susztak K, Bottinger E, Novetsky A, Liang D, Zhu Y, Ciccone E, Wu D, Dunn S, McCue P, Sharma K (2004). Molecular profiling of diabetic mouse kidney reveals novel genes linked to glomerular disease. Diabetes.

[B13] Kim JH, Ha IS, Hwang CI, Lee YJ, Kim J, Yang SH, Kim YS, Cao YA, Choi S, Park WY (2004). Gene expression profiling of anti-GBM glomerulonephritis model: the role of NF-kappaB in immune complex kidney disease. Kidney Int.

[B14] Takasato M, Osafune K, Matsumoto Y, Kataoka Y, Yoshida N, Meguro H, Aburatani H, Asashima M, Nishinakamura R (2004). Identification of kidney mesenchymal genes by a combination of microarray analysis and Sall1-GFP knockin mice. Mech Dev.

[B15] Norman LP, Jiang W, Han X, Saunders TL, Bond JS (2003). Targeted disruption of the meprin beta gene in mice leads to underrepresentation of knockout mice and changes in renal gene expression profiles. Mol Cell Biol.

[B16] Li X, Zheng W, Li YC (2003). Altered gene expression profile in the kidney of vitamin D receptor knockout mice. J Cell Biochem.

[B17] McReynolds MR, Taylor-Garcia KM, Greer KA, Hoying JB, Brooks HL (2005). Renal medullary gene expression in aquaporin-1 null mice. Am J Physiol Renal Physiol.

[B18] Miura N, Koizumi S (2005). Gene expression profiles in the liver and kidney of metallothionein-null mice. Biochem Biophys Res Commun.

[B19] Karavanov AA, Karavanova I, Perantoni A, Dawid IB (1998). Expression pattern of the rat Lim-1 homeobox gene suggests a dual role during kidney development. Int J Dev Biol.

[B20] Kobayashi A, Kwan KM, Carroll TJ, McMahon AP, Mendelsohn CL, Behringer RR (2005). Distinct and sequential tissue-specific activities of the LIM-class homeobox gene Lim1 for tubular morphogenesis during kidney development. Development.

[B21] Shawlot W, Behringer RR (1995). Requirement for Lim1 in head-organizer function. Nature.

[B22] Kwan KM, Behringer RR (2002). Conditional inactivation of Lim1 function. Genesis.

[B23] Kaufman MH, Bard JBL (1999). The anatomical basis of mouse development.

[B24] Wang P, Pereira FA, Beasley D, Zheng H (2003). Presenilins are required for the formation of comma- and S-shaped bodies during nephrogenesis. Development.

[B25] Kania A, Johnson RL, Jessell TM (2000). Coordinate roles for LIM homeobox genes in directing the dorsoventral trajectory of motor axons in the vertebrate limb. Cell.

[B26] Li C, Wong WH (2001). Model-based analysis of oligonucleotide arrays: expression index computation and outlier detection. Proc Natl Acad Sci U S A.

[B27] Schadt EE, Li C, Ellis B, Wong WH (2001). Feature extraction and normalization algorithms for high-density oligonucleotide gene expression array data. J Cell Biochem Suppl.

[B28] Brazma A, Hingamp P, Quackenbush J, Sherlock G, Spellman P, Stoeckert C, Aach J, Ansorge W, Ball CA, Causton HC, Gaasterland T, Glenisson P, Holstege FC, Kim IF, Markowitz V, Matese JC, Parkinson H, Robinson A, Sarkans U, Schulze-Kremer S, Stewart J, Taylor R, Vilo J, Vingron M (2001). Minimum information about a microarray experiment (MIAME)-toward standards for microarray data. Nat Genet.

[B29] UCSC Mouse Gene Sorter. http://genome.ucsc.edu/cgi-bin/hgNear.

[B30] Su AI, Wiltshire T, Batalov S, Lapp H, Ching KA, Block D, Zhang J, Soden R, Hayakawa M, Kreiman G, Cooke MP, Walker JR, Hogenesch JB (2004). A gene atlas of the mouse and human protein-encoding transcriptomes. Proc Natl Acad Sci U S A.

[B31] Wheeler DL, Barrett T, Benson DA, Bryant SH, Canese K, Church DM, DiCuccio M, Edgar R, Federhen S, Helmberg W, Kenton DL, Khovayko O, Lipman DJ, Madden TL, Maglott DR, Ostell J, Pontius JU, Pruitt KD, Schuler GD, Schriml LM, Sequeira E, Sherry ST, Sirotkin K, Starchenko G, Suzek TO, Tatusov R, Tatusova TA, Wagner L, Yaschenko E (2005). Database resources of the National Center for Biotechnology Information. Nucleic Acids Res.

[B32] SOURCE. http://source.stanford.edu.

[B33] Diehn M, Sherlock G, Binkley G, Jin H, Matese JC, Hernandez-Boussard T, Rees CA, Cherry JM, Botstein D, Brown PO, Alizadeh AA (2003). SOURCE: a unified genomic resource of functional annotations, ontologies, and gene expression data. Nucleic Acids Res.

[B34] Database for Annotation, Visualization and Integrated Discovery. http://apps1.niaid.nih.gov/DAVID.

[B35] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT, Harris MA, Hill DP, Issel-Tarver L, Kasarskis A, Lewis S, Matese JC, Richardson JE, Ringwald M, Rubin GM, Sherlock G (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet.

[B36] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, Lempicki RA (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biol.

[B37] Hosack DA, Dennis G, Sherman BT, Lane HC, Lempicki RA (2003). Identifying biological themes within lists of genes with EASE. Genome Biol.

[B38] Bradley A, Evans M, Kaufman MH, Robertson E (1984). Formation of germ-line chimaeras from embryo-derived teratocarcinoma cell lines. Nature.

[B39] Miner JH (2002). Focusing on the glomerular slit diaphragm: podocin enters the picture. Am J Pathol.

[B40] Piscione TD, Wu MY, Quaggin SE (2004). Expression of Hairy/Enhancer of Split genes, Hes1 and Hes5, during murine nephron morphogenesis. Gene Expr Patterns.

[B41] McCright B (2003). Notch signaling in kidney development. Curr Opin Nephrol Hypertens.

[B42] McCright B, Lozier J, Gridley T (2002). A mouse model of Alagille syndrome: Notch2 as a genetic modifier of Jag1 haploinsufficiency. Development.

[B43] McCright B, Gao X, Shen L, Lozier J, Lan Y, Maguire M, Herzlinger D, Weinmaster G, Jiang R, Gridley T (2001). Defects in development of the kidney, heart and eye vasculature in mice homozygous for a hypomorphic Notch2 mutation. Development.

[B44] Li L, Krantz ID, Deng Y, Genin A, Banta AB, Collins CC, Qi M, Trask BJ, Kuo WL, Cochran J, Costa T, Pierpont ME, Rand EB, Piccoli DA, Hood L, Spinner NB (1997). Alagille syndrome is caused by mutations in human Jagged1, which encodes a ligand for Notch1. Nat Genet.

[B45] Okano H, Imai T, Okabe M (2002). Musashi: a translational regulator of cell fate. J Cell Sci.

[B46] Saxen L (1987). Organogenesis of the Kidney.

[B47] Stuart RO, Bush KT, Nigam SK (2001). Changes in global gene expression patterns during development and maturation of the rat kidney. Proc Natl Acad Sci U S A.

[B48] Stark MR, Rao MS, Schoenwolf GC, Yang G, Smith D, Mauch TJ (2000). Frizzled-4 expression during chick kidney development. Mech Dev.

[B49] Houweling AC, Dildrop R, Peters T, Mummenhoff J, Moorman AF, Ruther U, Christoffels VM (2001). Gene and cluster-specific expression of the Iroquois family members during mouse development. Mech Dev.

[B50] Lemmers C, Michel D, Lane-Guermonprez L, Delgrossi MH, Medina E, Arsanto JP, Le Bivic A (2004). CRB3 binds directly to Par6 and regulates the morphogenesis of the tight junctions in mammalian epithelial cells. Mol Biol Cell.

[B51] Makarova O, Roh MH, Liu CJ, Laurinec S, Margolis B (2003). Mammalian Crumbs3 is a small transmembrane protein linked to protein associated with Lin-7 (Pals1). Gene.

[B52] White KP, Rifkin SA, Hurban P, Hogness DS (1999). Microarray analysis of Drosophila development during metamorphosis. Science.

[B53] Mikulowska-Mennis A, Taylor TB, Vishnu P, Michie SA, Raja R, Horner N, Kunitake ST (2002). High-quality RNA from cells isolated by laser capture microdissection. Biotechniques.

[B54] Zhu X, Cheng J, Gao J, Lepor H, Zhang ZT, Pak J, Wu XR (2002). Isolation of mouse THP gene promoter and demonstration of its kidney-specific activity in transgenic mice. Am J Physiol Renal Physiol.

[B55] Li H, Christakos S (1991). Differential regulation by 1,25-dihydroxyvitamin D3 of calbindin-D9k and calbindin-D28k gene expression in mouse kidney. Endocrinology.

[B56] Rabahi F, Brule S, Sirois J, Beckers JF, Silversides DW, Lussier JG (1999). High expression of bovine alpha glutathione S-transferase (GSTA1, GSTA2) subunits is mainly associated with steroidogenically active cells and regulated by gonadotropins in bovine ovarian follicles. Endocrinology.

[B57] Moeller MJ, Sanden SK, Soofi A, Wiggins RC, Holzman LB (2002). Two gene fragments that direct podocyte-specific expression in transgenic mice. J Am Soc Nephrol.

[B58] Jones DH, Golding MC, Barr KJ, Fong GH, Kidder GM (2001). The mouse Na+-K+-ATPase gamma-subunit gene (Fxyd2) encodes three developmentally regulated transcripts. Physiol Genomics.

[B59] Kato Y, Arakawa E, Kinoshita S, Shirai A, Furuya A, Yamano K, Nakamura K, Iida A, Anazawa H, Koh N, Iwano A, Imura A, Fujimori T, Kuro-o M, Hanai N, Takeshige K, Nabeshima Y (2000). Establishment of the anti-Klotho monoclonal antibodies and detection of Klotho protein in kidneys. Biochem Biophys Res Commun.

[B60] Meseguer A, Catterall JF (1987). Mouse kidney androgen-regulated protein messenger ribonucleic acid is expressed in the proximal convoluted tubules. Mol Endocrinol.

[B61] Stein S, Liehr T, Eschrich K (2001). Characterization of the mouse liver fructose-1,6-bisphosphatase gene. Gene.

[B62] Darbouy M, Chobert MN, Lahuna O, Okamoto T, Bonvalet JP, Farman N, Laperche Y (1991). Tissue-specific expression of multiple gamma-glutamyl transpeptidase mRNAs in rat epithelia. Am J Physiol.

[B63] Lee A, Beck L, Markovich D (2003). The mouse sulfate anion transporter gene Sat1 (Slc26a1): cloning, tissue distribution, gene structure, functional characterization, and transcriptional regulation thyroid hormone. DNA Cell Biol.

[B64] Oleinikov AV, Makker SP (2000). Increased expression of cytoplasmic tail-containing form of gp600/megalin in active Heymann nephritis. J Pathol.

[B65] Vallet V, Bens M, Antoine B, Levrat F, Miquerol L, Kahn A, Vandewalle A (1995). Transcription factors and aldolase B gene expression in microdissected renal proximal tubules and derived cell lines. Exp Cell Res.

[B66] Christensen EI, Verroust PJ (2002). Megalin and cubilin, role in proximal tubule function and during development. Pediatr Nephrol.

[B67] Igarashi P, Vanden Heuvel GB, Payne JA, Forbush B (1995). Cloning, embryonic expression, and alternative splicing of a murine kidney-specific Na-K-Cl cotransporter. Am J Physiol.

[B68] Lichter-Konecki U, Hipke CM, Konecki DS (1999). Human phenylalanine hydroxylase gene expression in kidney and other nonhepatic tissues. Mol Genet Metab.

[B69] Delgado-Reyes CV, Wallig MA, Garrow TA (2001). Immunohistochemical detection of betaine-homocysteine S-methyltransferase in human, pig, and rat liver and kidney. Arch Biochem Biophys.

[B70] Zhang MY, Wang X, Wang JT, Compagnone NA, Mellon SH, Olson JL, Tenenhouse HS, Miller WL, Portale AA (2002). Dietary phosphorus transcriptionally regulates 25-hydroxyvitamin D-1alpha-hydroxylase gene expression in the proximal renal tubule. Endocrinology.

[B71] Enck AH, Berger UV, Yu AS (2001). Claudin-2 is selectively expressed in proximal nephron in mouse kidney. Am J Physiol Renal Physiol.

[B72] Schnapp D, Reid CJ, Harris A (1998). Localization of expression of human beta defensin-1 in the pancreas and kidney. J Pathol.

[B73] Mori K, Ogawa Y, Tamura N, Ebihara K, Aoki T, Muro S, Ozaki S, Tanaka I, Tashiro K, Nakao K (1997). Molecular cloning of a novel mouse aspartic protease-like protein that is expressed abundantly in the kidney. FEBS Lett.

[B74] Taraviras S, Monaghan AP, Schutz G, Kelsey G (1994). Characterization of the mouse HNF-4 gene and its expression during mouse embryogenesis. Mech Dev.

[B75] Capuano P, Bacic D, Stange G, Hernando N, Kaissling B, Pal R, Kocher O, Biber J, Wagner CA, Murer H (2005). Expression and regulation of the renal Na/phosphate cotransporter NaPi-IIa in a mouse model deficient for the PDZ protein PDZK1. Pflugers Arch.

[B76] Petraki CD, Karavana VN, Skoufogiannis PT, Little SP, Howarth DJ, Yousef GM, Diamandis EP (2001). The spectrum of human kallikrein 6 (zyme/protease M/neurosin) expression in human tissues as assessed by immunohistochemistry. J Histochem Cytochem.

[B77] Yang XF, Milhiet PE, Gaudoux F, Crine P, Boileau G (1993). Complete sequence of rabbit kidney aminopeptidase N and mRNA localization in rabbit kidney by in situ hybridization. Biochem Cell Biol.

[B78] Wakui H, Komatsuda A, Itoh H, Kobayashi R, Nakamoto Y, Miura AB (1992). Renal argininosuccinate synthetase: purification, immunohistochemical localization, and elastin-binding property. Ren Physiol Biochem.

[B79] Yanagita M, Oka M, Watabe T, Iguchi H, Niida A, Takahashi S, Akiyama T, Miyazono K, Yanagisawa M, Sakurai T (2004). USAG-1: a bone morphogenetic protein antagonist abundantly expressed in the kidney. Biochem Biophys Res Commun.

[B80] Dinjens WN, ten Kate J, Wijnen JT, van der Linden EP, Beek CJ, Lenders MH, Khan PM, Bosman FT (1989). Distribution of adenosine deaminase-complexing protein in murine tissues. J Biol Chem.

[B81] Fan CM, Kuwana E, Bulfone A, Fletcher CF, Copeland NG, Jenkins NA, Crews S, Martinez S, Puelles L, Rubenstein JL, Tessier-Lavigne M (1996). Expression patterns of two murine homologs of Drosophila single-minded suggest possible roles in embryonic patterning and in the pathogenesis of Down syndrome. Mol Cell Neurosci.

[B82] Leimeister C, Schumacher N, Gessler M (2003). Expression of Notch pathway genes in the embryonic mouse metanephros suggests a role in proximal tubule development. Gene Expr Patterns.

How the deposited data were processed for this re-analysis (not part of the article)

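RNA of whole embryonic kidneys was measured on 8 Affymetrix mouse genome arrays, 2 for each of 4 pools. The pools held kidneys of 23 E14.5 control, 17 E14.5 Lim1 conditional mutant, 14 E18.5 control and 9 E18.5 mutant embryos, grouped after genotyping. The duplicate arrays of a pool are 2 target preparations of 1 RNA, so they measure technical spread only, and each condition has 1 biological replicate. For this reason no p-value was computed between 2 conditions.

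The deposited values are linear signal intensities, 1 model-based value per probe set and array, which the authors computed in dChip and normalized between arrays with its invariant-set method. The signal columns of the part of the paper's Additional file 1 that could be read were the same as these columns. Raw probe intensities and detection calls were not used here. Array medians ranged from 225 to 243, which are not the median intensities of 155 to 158 that the paper gives after normalization, a gap left unexplained, and the number of arrays limits the precision. The table holds 45101 probe sets. The platform's own table, joined to current mouse gene symbols, gave 34958 of them 1 gene, 932 several genes and 9211 none, for 18195 genes, with 34754 probe sets matched by gene identifier. Probe sets without a single named gene entered the counts as themselves and are not named or reported singly, some genes named in the paper among them.

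Ratios were taken between arithmetic means of the duplicate arrays. The criteria of size followed the paper's: a ratio of at least 2, a ratio above the fold between the duplicates of either condition, and a mean signal times ratio above 100. The paper's consistent present calls were replaced by a minimum signal, the 40th percentile of the array, on both arrays of the higher condition. A gene was counted once if any of its probe sets passed. The range over the 4 array pairings is given as the error of a ratio or of a list median. A list median can lie outside this range, because it is taken over ratios of the means. The criteria on ratio and signal, applied to single arrays of 1 pool, gave the technical background.

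Genes were grouped in 41 lists of kidney cell types, neighbouring organs, cell states and the functional categories of the paper's Figure 1. Each gene was read by its brightest probe set, the list by its median log2 ratio, and the median by its percentile among 10000 random lists matched over 20 bins of signal. Members counted as higher or lower may pass by any probe set. Many nephron genes of the lists also stand in the paper's Tables 3 and 4. The mapping of samples, the criteria, the lists, the named genes' rule, the tests and the alternatives were set before the data were examined, except the alternative named below and the tests of technical explanations, which were chosen once a pattern had been seen, that of the share of E14.5 RNA after its result.

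Genes named in the text are the 10 with the highest ratio in each comparison of the paper and each reverse comparison of genotypes, the genes the paper names in its text, and, from each list, the 4 with the highest signal and, among those that passed, the 2 highest and the 2 lowest ratios of a comparison. Fold changes in the paper's tables had been seen when this rule was written. Genes named otherwise are said to have been chosen after their values were seen.

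Effects common to both stages or both genotypes were tested with limma 3.58.1 in R 4.3.3 on the means of the log2 signals of each of the 4 pools, with 1 added to each signal, with additive terms for genotype and stage, for the 27061 probe sets whose mean signal reached the 40th percentile, at a Benjamini-Hochberg adjusted p under 0.05. The fit has 1 residual degree of freedom and 3.91 prior degrees of freedom, and it assumes that the stage effect is the same in both genotypes. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

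The steps were tested on simulated data of the same size. The criteria recovered 100 of 100 probe sets raised 3-fold and 100 of 100 raised 6-fold, and called 0 unchanged ones. That 0 does not cover the gap between the real E18.5 mutant arrays. Within that pool 136 and 20 genes passed the criteria on ratio and signal alone. The limma fit recovered 23 of 100 probe sets raised 2-fold and 96 of 100 raised 4-fold, and called 7 unchanged ones. The simulated genotype effect was common to both stages, so its recovery says nothing about effects that differ between stages. The proximal tubule list had such an effect, with control over mutant medians of 3.07 at E18.5 and 0.21 at E14.5.

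Alternatives were the 50th percentile as minimum signal, no minimum signal, quantile normalization, median scaling, geometric means, 50 units added to each signal, no criterion on duplicates, both array numbers past the threshold, the brightest probe set only, each array left out in turn, for lists the mean over probe sets or detected members only, and for limma a random block for the pool or a trend in the prior. An alternative that leaves out probe sets differing 1.5-fold between the duplicate E18.5 mutant arrays was added after the data were seen. The database averages, the literature tallies and the annotation charts of the paper have no counterpart in the deposited values and were not analysed here.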

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

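Of the tests below, the one that read a share of E14.5 RNA from Hbb-y was chosen only after its result was seen.

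Array 1 of the E18.5 mutant pool lay between its duplicate and the E14.5 arrays, with a median log2 difference of array 1 over array 2 of 0.36 for probe sets higher in E14.5 control and -0.25 for those higher in E18.5 control. E14.5 RNA mixed into array 1 is argued against by the embryonic globin Hbb-y, whose probe sets allow a share of 0.08% where the other genes would need 16.95%. A normalization that depends on intensity is argued against as the whole cause, since the correlation with the stage difference was 0.358 before and 0.351 after the running median over signal was removed. A target preparation that changes probe sets of 1 gene unequally stays open and may be the source: within 5591 genes with 14715 probe sets, deviations from the gene mean correlated at 0.517 with those of the stage difference, against 0.007 for the E14.5 mutant arrays. Both arrays hold RNA of 1 pool, so the design gives no biological explanation and none was tested.

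Proliferation genes were higher at E14.5 than at E18.5, by a median log2 of 0.81 in controls. The array difference described above is argued against as their cause, because it moved them the other way, by a median of -0.258 from array 2 to array 1 of the E18.5 mutant pool (95% bootstrap interval over genes -0.335 to -0.236). In the mutant pools, their E14.5 excess was 0.90 over E18.5 array 1 and 0.63 over array 2. A larger share of dividing cells in the younger kidney may explain the pattern, as a hypothesis that was not tested. With 1 pool per stage, variation between litters stays open and was not tested.

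Of the 18 named genes higher in E14.5 control than mutant kidneys that have several probe sets, 10 passed while the others stayed under a median ratio of 1.2. Among the 10, Atp1b1 passed by 3 of its 5 probe sets and Nudt21 by 2 of its 4. An unequal change of probe sets in target preparation may be part of this, since the deviations from the gene mean of the genotype difference and of the E18.5 mutant array difference correlated at 0.373 across probe sets. For the 10 genes themselves, the ratio of array 1 over array 2 at a passing probe set was mixed. It was 0.26 for Nudt21 and 0.57 for Ccar1, but 1.74 for Ehd2 and 1.45 for Taf15. For Atp1b1, Slc12a1, Hnf4a, Msi2, Sim1 and Hes5 it lay between 0.888 and 1.142. Weak signal cannot be told apart as a source. The passing probe sets lay at a median signal percentile of 51.34, with a 95% bootstrap interval of 40.58 to 93.09. The minimum signal, the 40th percentile on both control arrays, had already left out most weaker ones, so the test could not decide. A change of transcript ends with the loss of Lim1 is a biological explanation that was not tested.

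Antioxidant genes were higher in control than mutant kidneys at E18.5, at a median log2 of 0.445, and lower at E14.5, at -0.147, in every array pairing of each stage, and the difference between stages was not tested. The oxidative phosphorylation list had 0.66 at E18.5 and -0.072 at E14.5 in the same way, again without a test of the difference. Lysosome genes stood at 0.169 and -0.087 at the same stages, with the difference not tested. For endothelial genes the medians were 0.092 and -0.102, and that difference was not tested either. The paper's Table 1 gives 47 genes at least 2-fold higher in E18.5 mutant than control kidneys. Here 37 were counted. Between single arrays, with no criterion on duplicates, 79 to 225 genes passed from mutant over control, and 136 and 20 passed within the mutant pool.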

How the results depend on the processing

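Chosen only after the result was seen was the alternative that leaves out probe sets differing 1.5-fold between the E18.5 mutant arrays. No paired analysis was possible because the replicate numbers mark technical duplicates of 1 pool and pair no arrays across pools. The limma fit compares the genotypes within stages.

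The 970 genes higher in E18.5 than E14.5 control and the 456 higher in E18.5 control than mutant stayed within 1.5 times under all alternatives run, with leave-one-out ranges of 937 to 1079 and 410 to 589. The number of list medians outside the central 95% of random lists was 77 of 164 and stayed between 71 and 83 leave-one-out.

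Other counts moved by more than 1.5 times, and except as stated the cause was not tested. The 717 genes higher in E14.5 than E18.5 control became 402 with the brightest probe set only, which allows 1 probe set per gene, and 474 with the doubted probe sets left out (leave-one-out 601 to 943). The 37 genes higher in E18.5 mutant than control became 20 with an offset of 50, which shrinks ratios of weak signals, and 23 with both array numbers past the threshold, which is stricter by construction. Leave-one-out they ranged from 49 to 152, with 84 without E18.5 control replicate 2, 74 without E18.5 mutant replicate 1 and 152 without E18.5 mutant replicate 2, where 27 of the 37 were shared. The 29 genes higher in E14.5 control than mutant became 49 with no minimum signal and 19 with an offset of 50 or with both array numbers, and 22 to 45 leave-one-out, with 45 without E14.5 control replicate 1. The 1 gene higher in E14.5 mutant became 2 with no minimum signal or median scaling, 0 with both array numbers or the brightest probe set, and 1 to 4 leave-one-out.

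In limma, the 0 genes with a genotype effect (1045 probe sets at an unadjusted p under 0.05) became 61 with the pool as a random block, which counts duplicates of 1 pool as further arrays, and 0 to 51 leave-one-out, with 51 without E18.5 mutant replicate 2. The 1968 genes with a stage effect became 6896 with the random block and 917 to 3460 leave-one-out, with 1275 without E14.5 mutant replicate 1, 917 without E18.5 control replicate 2 and 3460 without E18.5 mutant replicate 1.

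Some list medians and genes changed sign, and the cause was not tested. Over the arrays left out (leave-one-out), the E18.5 control to mutant median of brown fat ranged from -0.001, without E18.5 control replicate 1, to 0.394. Those of proliferation ranged from -0.237 to 0.008, without E18.5 mutant replicate 2, and of the cytoskeleton from -0.122 to 0.004, without E18.5 mutant replicate 1. The sex linked median ranged from -0.011, without that replicate, to 0.518, and was -0.092 as the mean over all probe sets. The V-type ATPase median at E14.5 ranged from -0.016, without E14.5 mutant replicate 2, to 0.047, and that of developmental transcription factors between mutant stages from -0.031, without E18.5 mutant replicate 1, to 0.131. Named probe sets of Myh9 and Xist lay far from 0 and changed sign as the mean over all probe sets of the gene: Myh9 from -1.72 to 0.086 between control stages (leave-one-out -1.756 to -1.685) and from -1.069 to 0.040 between mutant stages (-1.229 to -0.925), and Xist from -1.135 to 0.166 between control stages (-1.486 to -0.853). Of other alternative values, 1236 of list medians and 13320 of named genes moved by less than the spread, and 397 and 1149 moved by more with their sign kept.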

Differences from the paper's values

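None of the tests in this part was chosen after the result was seen. The paper's Table 1 gives 2 genes at least 2-fold higher in E14.5 mutant than control kidneys, and 1 was counted here, Pum2. The paper's thresholds were used except its present calls, for which the 40th percentile of signal stood in. Of the alternatives set before the data were examined, those with no minimum signal, with median scaling, without E14.5 control replicate 1 and without E14.5 mutant replicate 1 gave 2 genes. The 50th percentile, quantile normalization, geometric means, the offset of 50 and no duplicate criterion gave 1. Both array numbers past the threshold and the brightest probe set only gave 0. Without E14.5 control replicate 2 the count was 4. Without E14.5 mutant replicate 2 it was 1, a gene other than Pum2, whose call was lost.

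Hao2, which stands near the top of the paper's Table 4, was not counted as higher in E14.5 control than mutant kidneys here. Its ratio of 7.05 (4.08 to 16.3) matched the paper's but rests on weak mutant signals of 11 and 34, and it was 4.65 without E14.5 mutant replicate 1 and 14.6 without replicate 2. Its probe set lay under the minimum signal, and it was counted with no minimum signal. In all, 18 of the paper's 41 entries were left out in this way, and all 41 were counted with no minimum signal.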

Other observations

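No test in this part was chosen after its result was seen. The mutant kidney, which the paper uses as a background, itself changed between E14.5 and E18.5. The lists that rose by E18.5 include several of tissues that do not arise from nephrons, the early nephron list and lists of no single tissue. Of 284 genes at least 2-fold higher in E18.5 than E14.5 mutants, 184 of the 245 with a name were also among the 864 higher between control stages, where 11.63 would be shared by independent draws. The 284 became 449 without E18.5 mutant replicate 1, 181 with an offset of 50 and 164 with both array numbers past the threshold, and the 351 genes higher in E14.5 mutants became 540, 257 and 201. With the brightest probe set only, the 284 and the 351 became 202 and 214. Of the 272 named genes higher in E14.5 than E18.5 mutants, 219 were shared with controls, against 8.0 by chance. An unequal change of probe sets in target preparation, left open above, could add to both overlaps if the arrays of a stage shared it. Its part in the overlaps was not tested. Across 13441 genes, which are not independent replicates, the log2 stage ratios of controls and mutants correlated with r = 0.673. Collecting duct genes had a median log2 ratio of 0.31 (0.22 to 0.35) with 6 of 22 higher. The sodium channel subunit gene Scnn1b had 2.89 (2.54 to 3.26), Fxyd4, a regulator of the sodium pump, 3.80 (3.14 to 4.58), and Upk3a, a gene of the urothelial plaque, 2.21 (1.94 to 2.54). Stromal genes had 0.38 (0.34 to 0.49) with 7 of 24 higher, among them the smooth muscle genes Acta2 at 3.02 (2.82 to 3.26) and Tagln at 3.93 (3.58 to 4.31). Immune genes had 0.41 (0.35 to 0.66), with 4 of 16 higher, among them C1qc at 3.26 (2.61 to 4.04) and Ptprc, the pan-leukocyte phosphatase gene, at 2.74 (2.44 to 3.06). Basal lamina genes had 0.52 (0.35 to 0.60), and Lama5, which encodes a laminin chain of maturing basement membranes, 2.50 (2.04 to 3.05). Endothelial genes stood at 0.31 (0.22 to 0.46). Proximal tubule genes were at 0.09 (0.04 to 0.19), at the 92.43 percentile of random lists. The early nephron list rose to 0.22 (0.14 to 0.29), at the 99.85 percentile. Medians of lists that name no tissue included 0.28 for lysosomes, 0.30 for hypoxia and glycolysis and 0.15 for the Golgi list. Proliferation genes were lower at E18.5 in mutants, at -0.76 (-0.96 to -0.59), much as in controls. Hbb-y was 329.7 (312 to 348) times as high at E14.5 in mutants over a background signal at E18.5, and 31.4 (26.7 to 36.2) times by another probe set.

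Sprr2f, a small proline-rich protein gene of cornified and injured epithelium, had the highest ratio of E18.5 mutant over control kidneys among named genes, at 6.66 (6.45 to 6.87), and a ratio of 33.4 (29.8 to 37.8) between mutant stages. Tchh, the trichohyalin gene, had 3.04 (2.46 to 3.67), and 27.4 (20.0 to 37.4) between mutant stages. Plet1, an epithelial surface gene, had 4.34 (3.76 to 4.98), the gasdermin gene Gsdmc2 3.09 (2.65 to 3.61) and the keratinocyte gene Krtdap 2.60 (2.19 to 3.12). Aldh1a3, which makes retinoic acid, had 2.56 (2.04 to 3.13), the membrane protein gene Ano4 2.59 (2.41 to 2.79), and the stromal gene Pdgfra 2.66 (2.45 to 2.88). Krt19, a keratin gene of simple and urothelial epithelium, had 4.42 (3.68 to 5.25) between mutant stages. The injury list of 9 genes, which holds Sprr2f, had a median log2 ratio of control over mutant of -0.17 (-0.36 to 0.04) at E18.5, with a gap of 0.18 between the duplicate mutant arrays, and Timp1, another of its genes, a ratio of 0.924 (0.817 to 1.05). Hmga2 was 2.08 (1.99 to 2.17) times as high in the E18.5 mutant, and the imprinted growth network had a median of -0.29 (-0.32 to -0.28), below all 10000 random lists, with Igf2 at 0.797 (0.759 to 0.837) and Mest at 0.805 (0.797 to 0.813). Without E18.5 mutant replicate 2 the whole set of genes higher in the mutant numbered 152.

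Renin, mesangial and endothelial genes were higher at E18.5 than at E14.5 in both genotypes. The 7 genes of renin and mesangial cells had a median log2 ratio of 0.70 (0.52 to 0.89) for E18.5 over E14.5 in controls and 0.42 (0.12 to 0.63) in mutants, with overlapping ranges. Endothelial genes had 0.68 (0.60 to 0.68) in controls and 0.31 (0.22 to 0.46) in mutants, and no difference between genotypes was tested. For control over mutant the renin and mesangial median was -0.32 (-0.38 to -0.25) at E14.5 and -0.12 (-0.17 to 0.04) at E18.5, where the duplicate mutant arrays differed by -0.17. The angiotensin receptor gene Agtr1a had 3.26 (3.05 to 3.51) between control stages, and Mgp, which encodes an inhibitor of calcification, 2.95 (2.81 to 3.10). Plvap, a gene of fenestrated endothelium, had a control to mutant ratio of 0.730 (0.674 to 0.786) at E14.5 and 1.42 (1.27 to 1.60) at E18.5.

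Of the lists of neighbouring organs, liver, peripheral neuron and brown fat lay outside the central 95% of random lists in the E18.5 comparison of genotypes, and not all on the same side, while adrenal, gonad and skeletal muscle lay within it. Unequal dissection was not tested. For E18.5 control over mutant the median log2 ratio was -0.02 (-0.11 to 0.03) for 15 adrenal genes and -0.03 (-0.19 to 0.17) for 9 gonad genes, both of which change sign under another scaling. It was -0.14 (-0.24 to 0.05) for 9 skeletal muscle genes, 0.21 (-0.19 to 0.23) for 5 brown fat genes, at the 97.87 percentile, and -0.22 (-0.17 to -0.13) for 8 peripheral neuron genes, at the 0.48 percentile. Liver genes had -0.18 (-0.30 to -0.06), at the 1.82 percentile and with a gap of -0.12 between the duplicate mutant arrays, and did not move together: Ttr, the transthyretin gene, was 7.10 (6.46 to 7.87) times and Afp, the alpha-fetoprotein gene, 4.88 (4.32 to 5.54) times as high in control, while Alb, the albumin gene, was 2.03 (1.75 to 2.33) times as high in the mutant. The gonad gene Sycp3, of the meiotic chromosome axis, was 5.26 (4.84 to 5.68) times as high in control. The 4 sex linked genes had medians of 0.49 (0.04 to 0.70) at E14.5 and 0.24 (-0.07 to 0.52) at E18.5, but these medians mix Y-linked genes with Xist, which is read from the inactive X chromosome of females. At E14.5 the 2 brighter probe sets of Xist were both lower in control, at ratios of control over mutant of 0.548 (0.506 to 0.591) and 0.610 (0.509 to 0.722), and the Y-linked genes were higher, with Uty at 1.51 (1.15 to 1.88), Kdm5d at 1.36 (1.27 to 1.44) and Eif2s3y at 1.45 (0.893 to 2.28). Unequal shares of the sexes in the E14.5 pools were not tested and stay open. At E18.5 these Xist probe sets disagreed, at 0.473 (0.242 to 1.23) and 1.27 (0.926 to 1.91). The duplicate E18.5 mutant arrays differed by -0.50 in that list. The sexes of the pooled embryos are not stated in the paper's text.

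In limma's additive fit, 0 genes had a genotype effect at an adjusted p under 0.05, while 1045 of 27061 probe sets had an unadjusted p under it. Other settings gave 61 with the pool as a random block and 51 without E18.5 mutant replicate 2, and 0 in the rest. The smallest adjusted p was 0.294, and over the alternatives it ranged from 6.08e-06 to 0.785. Sult1d1 had a log2 genotype effect of 3.28 (standard error 0.34) and Sostdc1 2.52 (standard error 0.24), each higher in both control pools, with an adjusted p of 1. A stage effect was called for 1968 genes, 809 higher and 1175 lower at E18.5, some in both directions by different probe sets. The balance of directions was not stable, with 330 higher and 591 lower without E18.5 control replicate 2, 1758 and 1777 without E18.5 mutant replicate 1, and 3827 and 3304 with the random block. Hbb-y had a log2 stage effect of -8.19 (standard error 0.12, adjusted p = 0.000252 from limma), lower in both E18.5 pools, and over the alternatives the smallest adjusted p ranged from 1.15e-12 to 0.00278.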
